# Single-cell RNA sequencing reveals myeloid and T cell co-stimulation mediated by IL-7 anti-cancer immunotherapy

**DOI:** 10.1038/s41416-024-02617-7

**Published:** 2024-02-29

**Authors:** Hye Hyeon Eum, Dasom Jeong, Nayoung Kim, Areum Jo, Minsu Na, Huiram Kang, Yourae Hong, Jin-Sun Kong, Gi Heon Jeong, Seung-Ah Yoo, Hae-Ock Lee

**Keywords:** Cancer immunotherapy, Cancer microenvironment, Recombinant protein therapy, Next-generation sequencing, Cytological techniques

## Abstract

**Background:**

Immune checkpoint inhibitors unleash inhibitory signals on T cells conferred by tumors and surrounding stromal cells. Despite the clinical efficacy of checkpoint inhibitors, the lack of target expression and persistence of immunosuppressive cells limit the pervasive effectiveness of the therapy. These limitations may be overcome by alternative approaches that co-stimulate T cells and the immune microenvironment.

**Methods:**

We analyzed single-cell RNA sequencing data from multiple human cancers and a mouse tumor transplant model to discover the pleiotropic expression of the Interleukin 7 (IL-7) receptor on T cells, macrophages, and dendritic cells.

**Results:**

Our experiment on the mouse model demonstrated that recombinant IL-7 therapy induces tumor regression, expansion of effector CD8 T cells, and pro-inflammatory activation of macrophages. Moreover, spatial transcriptomic data support immunostimulatory interactions between macrophages and T cells.

**Conclusion:**

These results indicate that IL-7 therapy induces anti-tumor immunity by activating T cells and pro-inflammatory myeloid cells, which may have diverse therapeutic applicability.

## Introduction

Immune checkpoint inhibitors (ICIs) targeting Programmed Cell Death Protein 1 (PD-1) or Programmed death-ligand 1 (PD-L1) are immunotherapeutic drugs used to treat solid cancers. Despite the remarkable therapeutic success of PD-1/PD-L1 inhibitors, many cancer patients do not respond to ICI treatment and require alternative options. PD-L1 expression on tumor cells facilitates FDA-approved companion diagnostics for PD-1/PD-L1 inhibitors [1], and the abundance of PD-1^+^ T cells elicits a better clinical response [2, 3], indicating that the expression of target molecules is a critical determinant of the therapeutic response. ICI responsiveness is not solely determined by checkpoint expression but also by antigenicity and other tumor features, as well as immunomodulatory cells and molecules [4]. Therefore, alternative or combination strategies have been proposed to enhance tumor immunogenicity or overcome various immunosuppressive mechanisms [5].

Active immunization is required to elicit anti-tumor immunity in tumors with insufficient infiltrating immune cells, whereas immunomodulatory strategies are appropriate for immune cell-enriched tumors. High-throughput analyses of human cancer using single-cell RNA sequencing (scRNA-seq) or mass cytometry have revealed various immune targets at an absolute expression level, as well as from an inferred interaction network of immune cells, thereby facilitating an unprecedented discovery of novel immunotherapeutic strategies [6–8]. Previous analyses reveal that regulatory T cells (Tregs) and exhausted CD8^+^ T cells are abundant in tumor tissues [6, 9–11]. When combined with PD-1 inhibitors, targeting inhibitory molecules on these cell types, such as CTLA-4 or LAG-3, had proven effective [12, 13]. Myeloid cells, including macrophages and dendritic cells (DCs), are an additional prominent component of the tumor microenvironment (TME) that can either promote or inhibit tumor growth [7, 14]. TREM2-expressing macrophages are known to foster a suppressive immune microenvironment, and TREM2 inhibition attenuates tumor growth in a preclinical model when combined with PD-1 inhibitors [15].

The Interleukin 7 (IL-7) pathway is known to support the development and maintenance of lymphoid populations such as T cells, B cells, and NK cells [16]. Based on preclinical studies which corroborated that pharmacological administration of IL-7 induces T cell expansion with minimal toxicity, cancer has been investigated as potential therapeutic targets of IL-7 agonists [16, 17]. The first report on the administration of recombinant human IL-7 (rhIL-7) to tumor patients was published in melanoma in 2006 [18]. Currently, NeoImmuneTech is orchestrating phase I/II studies of rhIL-7-hyFc (Efineptakin alfa, NT-I7) in multiple tumors including solid tumors, glioma, and large B cell lymphomas. Most clinical trials of IL-7 in tumors have been designed for synergistic administration with checkpoint inhibitors or chemoradiation, indicating the efficacy of IL-7 as an adjuvant therapy.

In this paper, we analyzed scRNA-seq data from human cancers and a mouse tumor transplant model and assessed the treatment efficacy of recombinant IL-7 (rIL7) in a mouse model. This is the first study examining multicellular effects of rIL7 anti-cancer therapy at single-cell resolution. The multicellular effects of rIL7 treatment highlight its therapeutic potential, which will broaden the options for immunotherapeutic strategies for cancer patients.

## Methods

### Analysis of human multi-cancer scRNA-seq data

The UMI gene-cell-barcode matrix derived from scRNA-seq data for lung adenocarcinoma (11 tumor and 11 normal) [19], colorectal cancer (23 tumor and 10 normal) [8], renal cell carcinoma (16 tumor and 15 normal) [20], and pancreatic ductal adenocarcinoma (24 tumor and 10 normal) [21] was downloaded from the NCBI Gene Expression Omnibus (GEO) and Genome Sequence Archive databases. Two quality measures were necessitated for each cell: mitochondrial genes (<20%) and gene counts (between 200 and 8000). The UMI counts for the genes in each cell were log-normalized using the *NormalizeData* function of the Seurat v3.1.5 R package [22] in R v3.6.3. Among cells that met the quality criteria, CD45^+^ cells with gene expression of *PTPRC* > 1 and *EPCAM* = 0 were selected for subsequent analysis. A total of 2000 variably expressed genes were selected using the *FindVariableFeatures* function with default option and the relative expression levels were defined with the *ScaleData* function to perform principal component analysis (PCA) by *RunPCA*. We used the *RunHarmony* function of the Harmony v1.0 R package [23] for batch correction. Cell clustering and UMAP visualization were performed using the *FindClusters* and *RunUMAP* functions of Seurat with specific parameters (31 PCs and 0.6 resolution for total cells). The identity of each cell cluster was annotated using the expressions of known marker genes and cluster-specific genes. Differentially expressed genes for each cluster were calculated using the *FindAllMarkers* function of Seurat (only.pos = TRUE, min.pct = 0.25, and test.use = “wilcox”).

### Cell line culture

The murine colon cancer cell line CT-26 (KCLB, 80009) was purchased from the Korean Cell Line Bank (Seoul, Korea) and cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco, 11965092) with 10% fetal bovine serum (Gibco, 16000044) supplementation. All the cultures were maintained in a humidified incubator with 5% CO_2_.

### Syngeneic mouse tumor model

Female BALB/c mice (5–6-week old) were purchased from Orient Bio (Seongnam, Korea) and used after a week of quarantine and stabilization. Tumors were developed by subcutaneous inoculation with 2 × $${10}^{5}$$ CT-26 cells in 0.1 ml of PBS. Tumor volume was determined by measuring the vertical diameter of each tumor and calculating as follows: (A × B²)/2 (A = length of major axis, B = length of minor axis), and the mean of both sides. The mean ± SEM tumor volumes were expressed for all tumors formed in each experimental group. To investigate the anti-cancer effect of IL-7, they were divided into two groups (control and rIL7) with comparable mean tumor sizes. Mice with no visible tumor or with tumors larger than 200 mm^3^ in size at post-transplant day 8 were excluded from further analysis. Recombinant mouse IL-7 protein (RnD Systems, 407-ML/CF; 10 μg/0.1 ml) was intraperitoneally injected into tumor-bearing mice on days 11 and 13 post-inoculation of tumor cells, and the control group was treated with PBS. Tumors were collected within 2–3 weeks, depending on the health of the mice. All experimental procedures conformed to the IACUC guidelines for the care and use of laboratory animals established by the Catholic University of Korea (approval number: 2020-0239-01).

### Preparation of single cell isolates from mouse tissues

Tissues isolated from the mice were dissociated using a Tumor Dissociation Kit, mouse (Miltenyi Biotec, 130-096-730). According to the manufacturer’s recommendations, small pieces of tissue were incubated with an enzyme mix at 37 °C in a thermal mixer and agitated at 800 rpm for 40 min. Digested tissue was filtered using a 70-µm cell strainer, and red blood cells were lysed with an RBC lysis solution (QIAGEN, 158904). Live cell concentration was determined using AO/PI dye (Logos Biosystems, F23001), and then the single-cell isolates were subjected to further experiments, either pooled or individually. Number of mice for specific experiments are indicated in the Figure Legends.

### scRNA-seq and scTCR-seq for mouse tumor model

Cells isolated from tissues were pooled from 4 mice, sieved through a 40-µm cell strainer and loaded into the Chromium system (10x Genomics, Pleasanton, CA, USA). Total RNA capture, cDNA amplification, and library construction were conducted according to the manufacturer’s instructions using Single Cell 3ʹ GEM, Library & Gel Bead Kit v3 (10x Genomics, 1000075) or Next GEM Single Cell 5ʹ Library & Gel Bead Kit v1.1 (10x Genomics, 10000165). Prior to library construction, 5ʹ TCR transcripts were enriched for TCR profiling using the Single Cell V(D)J Enrichment Kit, Mouse T Cell (10x Genomics, 1000071). The generated mRNA and TCR libraries were sequenced using Illumina HiSeq2500 and NovaSeq6000 systems. Barcode processing and gene counting were performed using the CellRanger software v3.1.0 with the mm10-3.0.0 reference genome or the v5.0.0 multi pipeline with mm10-2020-A and vdj-GRCm38-alts-ensembl-5.0.0 reference genomes. Filtered feature matrices for mRNA profiles and a filtered contig list for TCR repertoire generated by CellRanger were used for the analysis.

### Analysis of mouse scRNA-seq data

Prior to analysis, two quality criteria were applied to each cell: <20% mitochondrial genes and >200 detected genes. In the case of the rIL7-treated dataset (5ʹ scRNA-seq), DecontX (celda v1.5.11) [24] was additionally performed to remove ambient RNA-contaminated cells because cells having mixed cell type features were highly observed. The gene expression matrix for the remaining cells was processed using the Seurat v3.1.5 R package. The UMI count was log-normalized, 2000 variably expressed genes were selected, and the relative expression levels of variably expressed genes were determined. The cell-cycle scores (S.score and G2M.score) were regressed during data scaling using *ScaleData* function. Cell-cycle scoring was accomplished by converting human cell-cycle genes (“cc.genes”) from the Seurat R package into mouse gene symbols using the *useMart* and *getLDS* functions of the biomaRt R package, and then calculating the S.score and G2M.score with the *CellCycleScoring* function. PCA was followed by batch correction, cell clustering, and UMAP visualization. The cell type in each cluster was annotated based on the expression of known marker genes. To identify differentially expressed genes for each cluster or group, the *FindAllMarkers* function was used with the default options.

### Pseudotime estimation for T cells

The Monocle (version 3) algorithm was used to estimate the cell order (pseudotime) for the state transitions of T cells [25]. The UMI gene-cell-barcode matrix was provided as input to Monocle, and its *new_cell_data_set* function was used to create the object. The *preprocess_cds* function was used to normalize the expression value, and the *align_cds* function was used to correct the batch effects. The UMAP coordinates were obtained from the results obtained by Seurat. The cell trajectory was inferred using *cluster_cells*, *learn_graph*, and *order_cells* functions with default parameters.

### Signature scoring of tumor immune cells

Signature scores for CD4 and CD8 T cells were assessed by averaging the log-normalized expression levels of the following gene sets: naiveness (CCR7, SELL, LEF1, and TCF7 for humans; orthologs for mice), exhausted (CTLA4, HAVCR2, LAG3, PDCD1, and TIGIT for humans; orthologs for mice), and cytotoxicity (GZMA, GZMB, IFNG, NKG7, PRF1, GNLY, and GZMH for humans; Gzma, Gzmb, Ifng, and Nkg7 for mice). Alternatively, the cytotoxicity and dysfunctionality of CD8 T cells were measured using the *AddModuleScore* function of the Ucell v1.3.1 R package [26] based on the Mann–Whitney U statistic using the following gene sets: cytotoxicity (Gzmb, Fasl, Prf1, Ifng, Klrc1, Gzmk, and Xcl1) and dysfunction (Pdcd1, Ctla4, Havcr2, Entpd1, Vsir, Tox, and Eomes). To evaluate the M1/M2 scores of the macrophages, we used public gene sets obtained from in vitro and in vivo M1 and M2 cells [27]. The M1/M2 scores were calculated by averaging the log-normalized expression levels for 555 genes from in vitro M1, 340 genes from in vitro M2, 290 genes from in vivo M1, and 175 genes from in vivo M2. In the M1 vs M2 scatter plots, ellipses were calculated using the *stat_ellipse* function and linear regression analysis was performed using the *stat_smooth(method* = *”lm”)* function of the ggplot2 R packages.

### Analysis of TCR repertoire using scTCRseq data

TCR profiling was accomplished using scRepertoir v1.1.2 R package [28]. First, filtered contigs from the CellRanger output were combined using the *combineTCR* function. Only the alpha-beta chain pairs detected in the T cells were selected. Next, we used *combineExpression(cloneCall* = *”gene+nt”)* to determine clonotypes based on combinations of nucleotide and gene sequences and then calculated clonotype frequencies in each sample. Furthermore, *occupiedscRepertoire*, *clonalHomeostasis*, and *alluvialClonotypes* functions were used to visualize the clonotype frequencies. We defined the clonotype group as single =1, small =2, medium =3, large ≤5, and hyperexpanded >5.

### Prediction of cellular networks

Prediction of cellular networks, including inter- and intracellular interactions, was performed using CellphoneDB [29] using scRNA-seq data. We executed CellphoneDB with a threshold of 0.25 using normalized UMI counts in Python v3.8.5. Mouse genes were converted to human genes based on ortholog ensemble IDs using the biomaRt R package, and minor cell types comprising less than 1% of the total cells were excluded. Only ligands and receptors expressed in >25% of the cells in each subset were used for analysis. The results were visualized using the ggplot2, circlize, and migest R packages. The top five frequently interacting pairs are listed, but six pairs were selected in the rIL7 group because both fibroblast-NK cells and macrophage-NK cells ranked fifth.

To investigate the ligand-target links activated between macrophages and T cells after rIL7 treatment and their regulatory potential, we used the NicheNet algorithm [30]. The NicheNet R package was used with condition_oi = “rIL7”, condition_reference = “Control”, and organism = “mouse”. Ligand-target pairs with log2-foldchange in ligand expression >0.1, log2-foldchange in target expression >0.2, and regulatory potential >0 were selected as remarkable links.

### Spatial transcriptome profiling

Fresh tissues were embedded in optimal cutting temperature (OCT) compound (Sakura Finetek, 4583) and snap-frozen in 2‐methyl butane according to the 10x Genomics’ protocol for Visium Tissue Preparation. Spatial transcriptome data were obtained from GENINUS Inc. using the Visium Spatial Gene Expression Slide & Reagents Kit v1 (10x Genomics, 1000184). Briefly, the OCT-embedded tissues were cryosectioned to a thickness of 10-µm and Hematoxyling and Eosin (H&E) stained on a Visium Spatial Gene Expression Slide, followed by permeabilization, reverse transcription, second strand synthesis, denaturation, and cDNA amplification. Libraries were sequenced using the Illumina NovaSeq6000 system. Barcode processing and gene counting for each spot were performed using SpaceRanger v1.1.0 with the mm10-2020-A reference genome.

To evaluate the cell type composition of each spot, we used SPOTlight, a seeded non-negative matrix factorization (NMF) regression algorithm [31]. We excluded “Aggregates” or “Unknown” cells from the scRNA-seq data before use. Spots that did not meet the following conditions were excluded from the data prior to analysis: mitochondrial genes <10% and number of detected genes >200. The filtered data were normalized and scaled with batch correction using the *SCTransform* function of Seurat v4. PCA, clustering, and UMAP visualization were performed using the *RunPCA, RunUMAP*, *FindNeighbors*, and *FindClusters* functions.

### In vitro culture of tumor-infiltrating immune cells with stimulation

For in vitro stimulation of tumor-infiltrating T cells, immune cells were sorted from the tissue dissociated by MACS CD45 MicroBeads (Miltenyi Biotec, 130-052-301) and seeded at 1.25 × $${10}^{7}$$ cells in each 100 mm dish. Then, T cells were activated by bead particles labeled with the CD3ε/CD28 antibody of the T Cell Activation/Expansion Kit (Miltenyi Biotec, 130-093-627). After 17 h of incubation, brefeldin A was used to block protein transport for 4 h.

### Cytokine assay of tumor macrophages

To evaluate the effects of IL-7 on the inflammatory properties of tumor macrophages, we performed a cytokine assay after in vitro IL-7 treatment of the tumor macrophages. CD11b^+^ cells were obtained using MACS CD11b MicroBeads UltraPure (Miltenyi Biotec, 130-126-725) from tumor samples from mice. Cells were seeded at 1.0 × $${10}^{6}$$ cells per well in a 6 well plate and treated with recombinant mouse IL-7 protein (RnD Systems, 407-ML). After 48 h of treatment, cell supernatants were collected and analyzed using a LEGENDplex® Mouse Inflammation Panel (13-plex) (BioLegend, 740150) following the manufacturer’s instructions.

### Flow cytometry analysis

After assaying cell viability with AO/PI, cell suspensions were incubated with TrueStain FcX™ antibodies for 10 min on ice and then stained for 40 min with fluorophore-conjugated primary antibodies (Supplemental Table 2) at 4 °C in the dark. For intracellular staining of Granzyme B, Arg1, and iNOS, cells stained for surface proteins were fixed with 10% fixation solution (BioLegend, 420801) and permeabilized with Intracellular Staining Permeabilization Wash Buffer (BioLegend, 421002) at 25 °C. Thereafter, the cell suspension was incubated with the primary antibody at room temperature for 20 min in the dark. Stained samples were acquired on FACSCanto II and FACSVerse cytometers (BD science) and analyzed using FlowJo v.10.8.1.

### Immunohistochemistry

For tissue microarray analysis of 15 human cancer types, tissues were fixed in a 10% NBF solution prior to embedding in paraffin. The 7-µm thick paraffin tissue sections were deparaffinized, hydrated, and processed for heat-induced antigen retrieval using Tris-EDTA buffer (Dako, ab93684, pH 9.0, 97 °C, 15 min), and then labeled with anti-IL7R antibody. The signal was detected using the Liquid DAB+ Substrate Chromogen System (Dako, K3468). Primary antibody was omitted as a negative control (data not shown). For the individual sample staining, OCT-embedded tissues from lung cancer patients and fresh frozen tissues from colon cancer and stomach cancer patients were used. This study was approved by the Institutional Review Board of the Catholic University of Korea (IRB No. MC20SISI0108). The 7-μm thick sections were fixed with 10% NBF for 10 min at room temperature. Subsequently, the samples were washed three times with PBS, blocked for 1 h at room temperature, and then incubated with primary antibodies at 4 °C overnight. After washing three times with PBS, the samples were incubated with secondary antibody (Vector Laboratories, MP-7500), and the signal was detected using DAB substrate (TaKaRa, MK210). Finally, the sections were counterstained with hematoxylin (Abcam, ab220365) and mounted (Vector Laboratories, H-5000). Images were acquired automatically using a digital slide scanner (3DHISTECH Ltd., Pannoramic MIDI). For mouse tissue staining, HIER was performed with citrate at pH 6.0, and signal was detected using the EnVision™ Detection System (Dako, K5007).

### Immunofluorescence

Mouse tumors were frozen in OCT compound (Sakura Finetek, 4583) on 2-methyl butane. Tissues were dissected into 4–6-μm sections, fixed with cold acetone at –20 °C for 20 min, and then blocked with 10% normal donkey serum for 1 h at 25 °C. Tissue sections were then incubated overnight at 4 °C with primary antibodies. Each slide was washed three times in PBS and incubated with a fluorophore-conjugated secondary antibody for 2 h at room temperature. The nuclei were stained with DAPI, and Vectashield Antifade Mounting Medium (Vector Laboratories, H-1000-10) was used to preserve fluorescence. Stained tissues were visualized under a confocal microscope (Carl Zeiss, LSM800 with Airyscan).

## Results

### IL7R expression in early-activation stage T cells and APCs

To identify immunotherapeutic targets, we investigated the immune cell landscape in solid tumor tissues from four scRNA-seq datasets of lung cancer [19], colorectal cancer [8], pancreatic ductal adenocarcinoma [21], and renal cell carcinoma [20], generated from at least five normal and tumor samples using comparable protocols and platforms. Following quality-filtration, we selected immune cell populations based on the expression of CD45-encoding *PTPRC* gene, and lack of *EPCAM* expression. Lung and colon cancers exhibited the highest rate of immune cell recovery in normal and tumor tissues, revealing an immune-rich TME (Fig. 1a). As previously reported, pancreatic adenocarcinoma displayed the lowest number of immune cell infiltrations, confirming a cold immune status [32]. Compared to normal tissues, renal cell carcinoma tissues underwent a drastic increase in immune cell infiltration, suggesting a robust anti-tumor immune response.

**Fig. 1:**
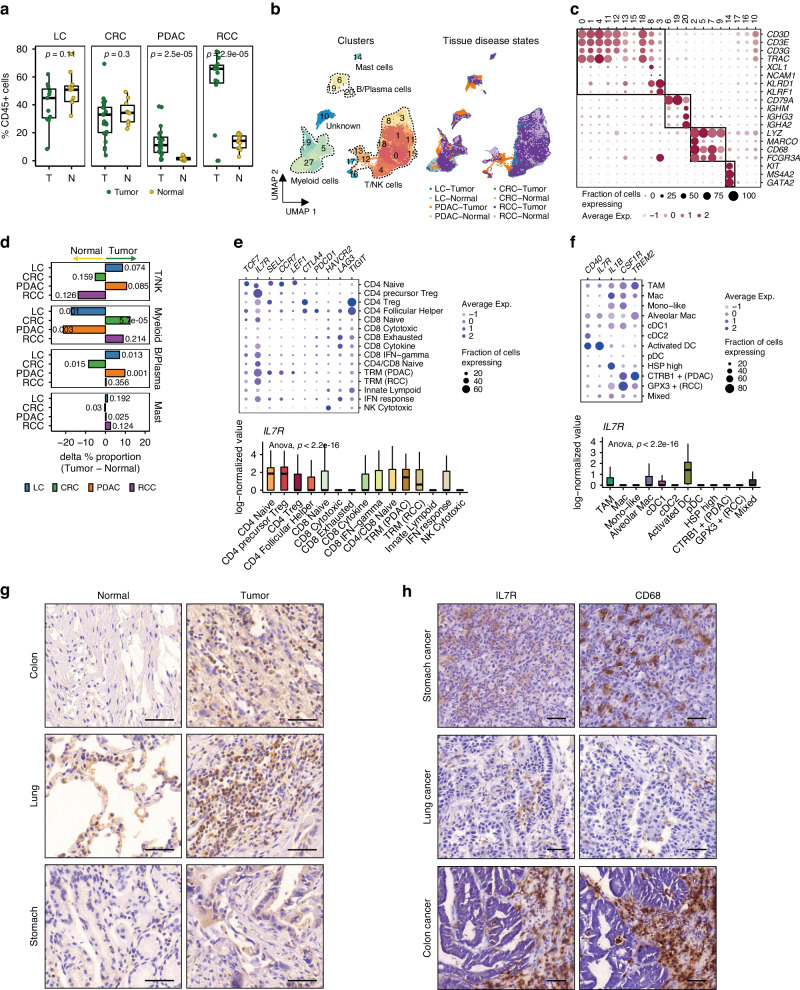
IL-7 receptor expression in myeloid and T/NK cells of primary human tumors. **a** Comparisons of CD45^+^ cell proportions between tumor and normal samples. Lung cancer (LC), colorectal cancer (CRC), pancreatic ductal adenocarcinoma (PDAC), and renal cell carcinoma (RCC). Each box represents the interquartile range (IQR, the difference between the third and first quartiles) and the median of the score, and the whiskers represent 1.5 x IQR. p, two-sided *T* test *p* value. **b** UMAP plot of 79,233 CD45^+^ cells from four human tumors, colored by clusters (left) and tissue disease states (right). **c** Dot plot of the expression of known cell lineage markers for each cell cluster. Color depicts the mean expression value scaled by z-transformation and limited to a scale from −2.5 to 2.5. Dot size depicts the fraction of cells with the gene expression value for each cluster. **d** Changes in cell lineage proportions between tumors and normal tissues. The text in the plot represents the two-sided *T*-test *p* value. **e** Mean expression of conventional immunotherapeutic target molecules for each T/NK cell subset. Dot plot of expression of selected genes (top) and box plot of *IL7R* expression for cell subsets (bottom). **f** Mean expression of conventional immunotherapeutic target molecules for each myeloid cell subset. Dot plot of the expression of selected genes (top) and box plot of *IL7R* expression for cell subset (bottom). **g** Representative image of immunostaining with IL-7 antibody in normal and tumor tissue by cancer type. **h** Immunostaining of IL7R and CD68 in colon, stomach, and lung cancer.

Integration of the four datasets revealed two large immune cell clusters representing myeloid and T/NK cell populations, as well as smaller B/plasma and mast cell clusters (Fig. 1b, c, and Supplementary Table 1). Comparing the fraction of cell types in normal and tumor tissues showed proportional changes in immune cells for each type of cancer (Fig. 1d). The proportion of myeloid cells in colon cancer was considerably higher than that of total B/plasma cells (*p* < 0.05). Conversely, lymphocytes such as T/NK (*p* < 0.1) and B/plasma (*p* < 0.05) were relatively abundant in lung and pancreatic cancers, whereas myeloid cells (*p* < 0.01) were comparatively low. A high proportion of macrophages is a known tissue-specific characteristic of normal lung tissues [33]. Massive infiltration of tumor-associated macrophages (TAMs) in colon cancer has been reported in multiple studies [34, 35].

In all tumor tissues, TAMs replaced resident populations such as lung alveolar macrophages, prostate CTRB1^+^ macrophages, and renal GPX3^+^ macrophages (Supplementary Fig. 1a, b, and Supplementary Table 1). Plasmacytoid dendritic cells (pDCs) were marginally elevated in lung, colon, and pancreatic cancers, whereas conventional DCs were drastically reduced in colorectal cancer (Supplementary Fig. 1c). T cells exhibited diverse gene expression profiles including naïve-like, activated, follicular helper, and regulatory CD4^+^ T cells, in addition to cytokine-rich, highly cytotoxic, and exhausted CD8^+^ effector T cells (Supplementary Fig. 1d–f, and Supplementary Table 1). Compared to normal tissues, CD4^+^ regulatory and follicular helper T cells were commonly elevated, whereas overall cytotoxic immune cell clusters (CD8 Cytotoxic, NK Cytotoxic, and Innate Lymphoid) were reduced (Supplementary Fig. 1g). In contrast, CD8^+^ T cell states were differentially regulated in each tumor type. The degree of mixing among four datasets in embeddings of CD45+ cells, Myeloid, and T/NK cells was evaluated by LISI metric [23]. Integration of the four datasets was performed appropriately to assign cell identity covering tissue-specific cell types such as lung alveolar macrophages (Supplementary Fig. 1h).

A majority of conventional immunotherapeutic target molecules, including *PDCD1* (PD-1), *CTLA4*, *HAVCR2* (TIM-3), *LAG3*, and *TIGIT*, were dominantly expressed in late-differentiation stage T cells, particularly CD4^+^ regulatory (Treg) and CD8^+^ exhausted (Tex) T cells (Fig. 1e). IL-7 receptor (IL7R), by comparison, is commonly expressed in early-differentiation stage T cells, ranging from naïve to effector/memory populations. Previous research has demonstrated that the abundance of pre-exhaustion stage T cells predicts a better response to ICIs [36–38]. These findings suggest that targeting early-activation state T cells may be an effective immunotherapeutic strategy for overcoming the low response rate of current ICIs.

Recent studies have investigated the action of IL-7 on myeloid cells in inducing arthritis or endothelium recruitment [39, 40]. The results indicate that IL7R is expressed in monocytes and macrophages. Consistent with these studies, IL7R transcripts were detected in tumor macrophages and DCs, which are professional antigen presenting cells (APCs) (Fig. 1f). To validate the protein expression of IL7R, we performed immunohistochemistry (IHC) on a tissue microarray of 15 human cancer types (Fig. 1g and Supplementary Fig. 2), which revealed positive staining of IL7R in the majority of tumor tissues. Serial section staining of IL7R and CD68 in colon-, stomach-, and lung cancers confirmed strong expression of IL7R in the macrophage compartment (Fig. 1h). These data suggest that IL7R signaling by recombinant IL-7 (rIL7) activates T cells and APCs, facilitating simultaneous innate and adaptive immune responses.

### Mouse transplant model mimics the TME of human solid tumors

Defining the altered immune landscape in primary human tumors would expedite the discovery of therapeutic targets for inhibiting immune suppression and stimulating anti-tumor immunity. Next, we required a model system that mimics the human TME and can be manipulated to promptly assess the potential of novel targets. Syngeneic tumor transplant models in mice have been adopted in order to evaluate the potential and efficacy of immune checkpoint inhibitors [41, 42]. scRNA-seq has further been used to demonstrate the effects of immune checkpoint inhibitors on transcriptional-state immune cell dynamics [43].

We adopted the CT26 colon carcinoma cell line model [44] and examined the cellular dynamics during tumor growth in BALB/c recipients to determine the degree to which the mouse model resembles the human TME (Fig. 2a, b). Histological staining and flow cytometry demonstrated that as the tumor grew in the subcutaneous layer of the skin, immune cell infiltration increased first by myeloid cells and then by T cells (Fig. 2b and Supplementary Fig. 3). Immune cell proportions began to decline on day 14 post-transplantation, and only a small fraction of immune cells remained on day 22 when extensive tumor necrosis occurred. We applied scRNA-seq to the skin and tumor mass at days 0, 7, and 14 post-transplantation to depict how tumor growth replaced or altered resident cells in normal. Subsequently, a total of 19,280 cells were analyzed with an average of 4041 unique molecular identifiers (UMIs) and 18,310 genes for four groups: control at day 0 (control), mock-injection control at day 7 (mock), an early phase of tumor-transplant at day 7 (D7), and later phase of tumor-transplant at day 14 (D14).

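The time course comprised 4 single-cell RNA libraries, 1 each for the skin of control mice at day 0, the skin of mock-injected mice at day 7, the D7 transplant and the D14 transplant. The tissue of 4 mice was pooled for each library. CT26 is a colon carcinoma cell line that grows in BALB/c mice. The paper gives 200000 injected cells per mouse, whereas the sample labels give a range from 100000 to 200000. The libraries used a 3' droplet chemistry in which each captured transcript carries a UMI, so that copies made by PCR are counted once. The authors deposited the filtered counts of UMIs per gene and barcode from CellRanger with the mm10 reference, without normalization. Of the 20361 barcodes, 17921 had under 20% mitochondrial UMIs and over 200 detected genes, which are the paper's criteria. The kept cells numbered 4878 in the control, 4269 in the mock group, 3367 at D7 and 5407 at D14. They held 26572997, 39810939, 40748834 and 57685707 UMIs, in the same order. The median number of UMIs per cell was 4602 in the control, 8138 in the mock group, 5936 at D7 and 7147 at D14, and the mean over the cells of the 4 libraries was 9197. At least 1 UMI was counted for 21858 genes in the kept cells.

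Counts were scaled to 10000 UMIs per cell and log-transformed, cell cycle scores were regressed out of the 2000 most variable genes, and the 4 libraries were clustered together over 30 principal components with the Leiden method at resolution 0.6. Clusters received a name such as macrophage-like from lists of marker genes written down in advance. The thresholds for holding a marker were chosen after the clusters had been seen, and the clusters that met no name held 3.42% of the cells at D7 and 0.814% at D14. Because the names were rebuilt, a share can differ from the study's for that reason alone. Doublets were kept in the values given here. Scrublet, which scores each barcode against simulated doublets, marked 0, 1, 2 and 113 cells of the control, mock, D7 and D14 libraries at its own threshold. For the setting without doublets, the cells of highest score were removed instead at the rate expected from the number of barcodes, which came to 190, 146, 91 and 234 cells. With 1 library per group, no difference between groups could be tested against replicates. Shares are given with exact (Clopper-Pearson) binomial 95% intervals and sums of UMIs with exact Poisson 95% intervals, and both cover counting error only. The level of a gene in a class of cells is its UMIs summed over the cells per 1000000 of their UMIs (CPM), and ratios are of these sums.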

**Fig. 2:**
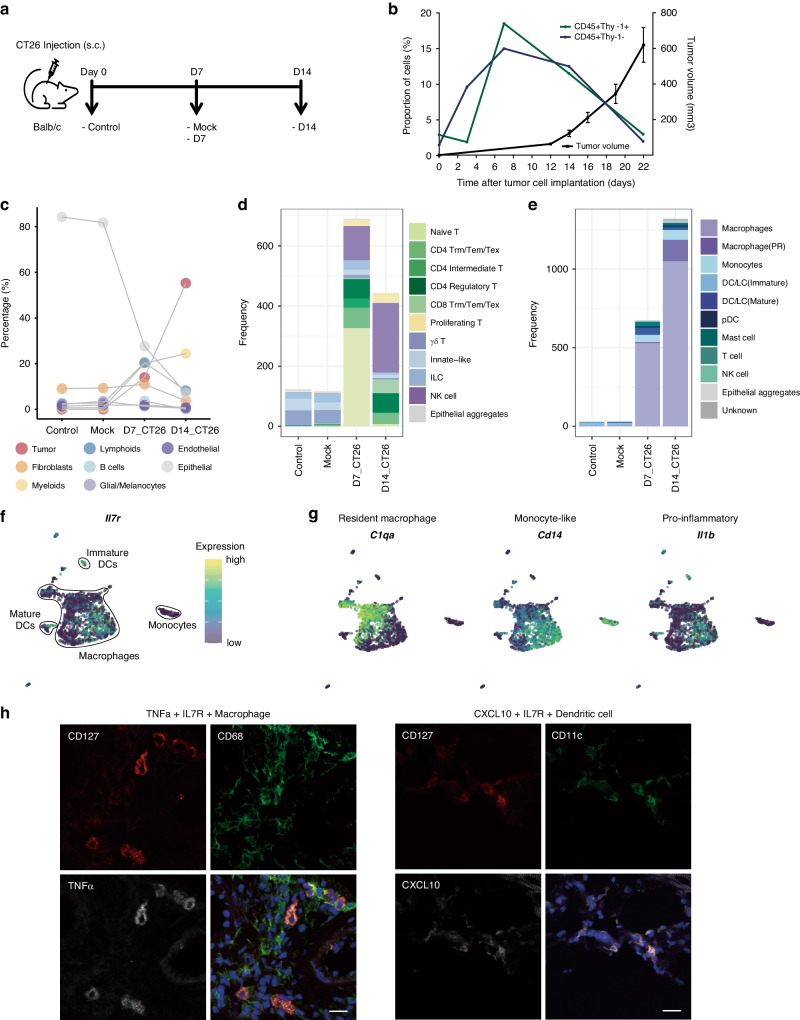
Immune cell dynamics in a syngeneic mouse transplant model. **a** A tumor transplant model was established by subcutaneous inoculation of the CT26 cell line into BALB/c mice. Control and mock samples were injected with PBS. **b** Growth curve of CT26 tumors in syngeneic BALB/c mice. The left y-axis indicates percentage of CD45^+^ Thy-1^+^ and CD45^+^ Thy-1^-^ cells in single cell suspension from tumor tissue. Tumor volume (right y-axis) was measured by Mean ± SEM (*n* = 10). **c** Cell type percentage graph illustrated an increase in lymphoid and myeloid cells during tumor growth. Frequency bar plots for subsets of lymphoid (**d**) or myeloid (**e**) cell types. Colors represent each subset. **f** UMAP plot of 2057 myeloid cells and their expression level of *Il7r* gene. The dot colors represent gene expression levels. **g** UMAP plot of representative macrophage feature genes including *C1qa* (resident macrophage), *Cd14* (monocyte-like), and *Il1b* (pro-inflammatory) in myeloid cells. As shown in (**f**), the dot colors represent gene expression levels. **h** Immunofluorescence staining of CD127 (IL7R), CD68, and TNFα (left) or CD127, CD11c, and CXCL10 (right) in mouse tumors. Images were presented individually or were merged together (right bottom). Scale bar, 20 µm.

In the control and mock transplant groups, we recovered relatively few immune cells from the skin layers. 

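Immune cells made up 156 of the 4878 control cells (3.20%, 95% interval 2.72 to 3.73) and 150 of the 4269 mock cells (3.51%, 2.98 to 4.11), and these intervals overlap. T-like cells formed most of them, with 125 cells in the control and 119 in the mock group, next to 31 myeloid-like cells in the control and 31 in the mock group. Epithelial-like cells made up 83.8% of the control and 81.5% of the mock group. Tumor-like clusters held 2 control cells and 1 mock cell. With over 500 genes per cell required in place of over 200, the setting that moved the immune share of the control most, it was 2.28%.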

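T-like cells numbered 559 of the 3367 cells at D7 (16.6%, 95% interval 15.4 to 17.9) and 198 of the 5407 cells at D14 (3.66%, 3.18 to 4.20). NK-like cells made up 4.07% at D7 (3.43 to 4.79) and 4.61% at D14 (4.06 to 5.20), and these intervals overlap. When each library was clustered alone, no cluster at D14 was NK-like, and the NK-like share was 4.69% at D7 and 0% at D14, while the T-like share was 15.7% and 3.75%. B-like cells numbered 127 at D7 and 2 at D14. Macrophage-like cells made up 547 cells at D7 (16.2%, 15.0 to 17.5) and 1204 at D14 (22.3%, 21.2 to 23.4).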

Numerous myeloid and lymphoid cells had infiltrated the tumor mass by days 7 and 14, respectively, following tumor transplantation (Fig. 2c and Supplementary Fig. 4). 

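At D7, tumor-like clusters held 471 of 3367 cells (14.0%, 95% interval 12.8 to 15.2). Myeloid-like clusters held 678 cells (20.1%, 18.8 to 21.5), and lymphoid-like clusters, which include T-like, NK-like and B-like cells, held 823 (24.4%, 23.0 to 25.9). The epithelial-like share was 27.3%. When each library was clustered alone the tumor-like share was 10.5%, and when each cell took the class of its highest marker list it was 11.6%.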

On day 7, tumors comprised 15% of the total cells, while myeloid and lymphoid cells accounted for 22% and 20%, respectively. 

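At D14, 2917 of 5407 cells were tumor-like (54.0%, 95% interval 52.6 to 55.3), 1319 were myeloid-like (24.4%, 23.2 to 25.6) and 449 were lymphoid-like (8.30%, 7.58 to 9.07). The epithelial-like share was 7.07%, and clusters with markers of more than 1 lineage held 57 cells (1.05%). With the class taken from the highest marker list in each cell, the tumor-like share was 43.1%, and with over 500 genes per cell required it was 56.8%. A pooled library gives shares of the cells recovered after dissociation, so the number of cells per tumor cannot be read from it.

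**Figure D1:**
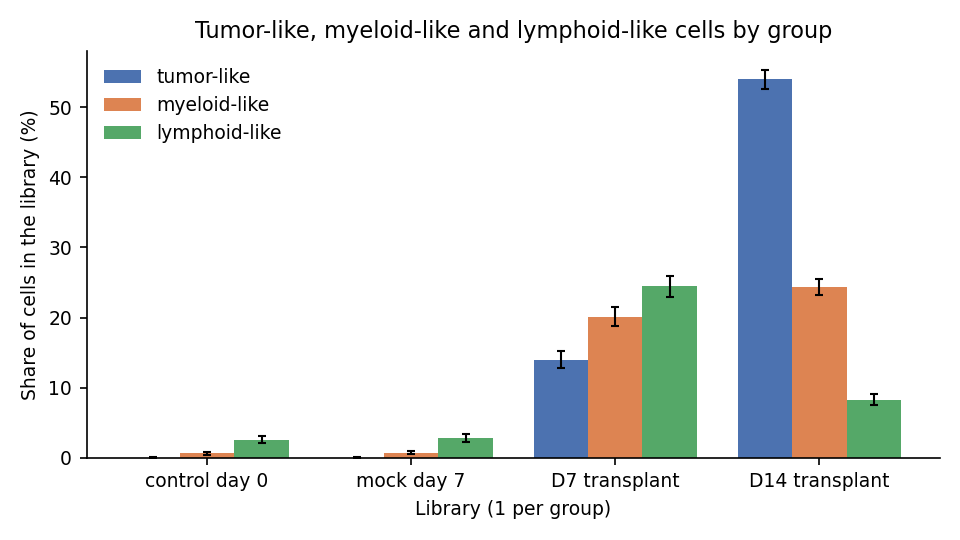
Share of cells (%, y axis) in tumor-like, myeloid-like and lymphoid-like clusters in each of the 4 libraries of the time course (x axis), with 1 bar per library and error bars for the exact binomial 95% interval, which covers counting error only. The tumor-like bar rises from 14.0% at D7 to 54.0% at D14 while the lymphoid-like bar falls from 24.4% to 8.30%.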

Owing to rapid tumor growth, tumor cells constituted over 50% of the total cells by day 14, with myeloid and lymphoid cells accounting for 25% and 10%, respectively. These results indicate that myeloid cells expand earlier and remain longer in the TME than T cells.

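Among the immune cells alone, the myeloid-like part was 45.2% of 1501 cells at D7 (95% interval 42.6 to 47.7) and 74.6% of 1768 cells at D14 (72.5 to 76.6). The lymphoid-like part was 54.8% at D7 and 25.4% at D14. It was the larger part at D7, whereas the paper gives slightly more myeloid than lymphoid cells on that day. T-like cells accounted for 11.2% of the immune cells at D14 (9.77 to 12.8) and macrophage-like cells for 68.1% (65.9 to 70.3). Immune cells as a whole made up 44.6% of the cells at D7 and 32.7% at D14. The shares come from 1 pooled library per day, so their spread between mice is not known.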

Infiltrating immune cells undergo striking phenotypic shifts and proportional alterations during tumor growth. In the lymphoid compartment, naïve-like CD4^+^ and CD8^+^ T cells prevailing in the D7 transplant are gradually activated and differentiated into effector or memory T cells (Fig. 2d and Supplementary Fig. 5a–e). 

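T-like cells with at least 1 UMI of Cd8a or Cd8b1 and none of Cd4 were called CD8-like, and the reverse CD4-like. At D7 there were 75 CD8-like and 159 CD4-like cells among 696 T-like and NK-like cells, and at D14 there were 60 and 23 among 447. The CD4-like share was 22.8% at D7 (95% interval 19.8 to 26.1) and 5.14% at D14 (3.29 to 7.62). Since the share of cells with a UMI depends on depth, each cell was also thinned at random to 1000 UMIs, which left out 31 shallower cells at D7 and 55 at D14. After thinning, the CD4-like share was 8.72% at D7 (6.69 to 11.1) and 2.81% at D14 (1.41 to 4.96). The CD8-like share was 10.8% and 13.4% before thinning and 4.51% and 12.2% after it. Both shares depend on the NK-like cells in the total. With each library clustered alone, which left no NK-like cells at D14, the CD4-like share was 22.7% and 11.3% and the CD8-like share 10.9% and 30.1%. A Cd8a or Cd8b1 UMI was found in 0.212% of tumor-like cells at D7 and 0.308% at D14 before thinning, which is the background from free RNA. A Cd4 UMI was found in 0 of 471 tumor-like cells at D7, which allows a share of up to 0.637%, and in 2 of 2917 at D14 (0.0686%). The median depth was 40254 and 15810 UMIs in tumor-like cells and 3571 and 1752 in T-like cells.

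The cytotoxic score, the mean of log-normalized values over Gzma, Gzmb, Ifng and Nkg7, was compared in the cells gated before thinning, after thinning to equal depth. In CD8-like cells it was 0.106 (SD 0.285) at D7 and 0.857 (SD 0.565) at D14, and that of CD4-like cells was 0.148 and 0.486.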

Exhausted CD8^+^ T cells, considered to be terminal-state effector T cells post-chronic stimulation, were predominantly found in the D14 transplant. 

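The exhausted score was the mean over Ctla4, Havcr2, Lag3, Pdcd1 and Tigit. In CD8-like cells thinned to equal depth, it was 0.0493 (SD over cells 0.156) at D7 and 0.497 (SD 0.433) at D14, and without thinning 0.0931 and 0.751. Pdcd1 (chromosome 1, 94038305 to 94052553 of GRCm38) went from 64.5 CPM (95% interval 41.3 to 96.0) to 938 (807 to 1085), a log2 ratio of 3.84 with 1 CPM added. Lag3 changed by 1.90 (1.27 to 2.59) and Havcr2 by 1.89 (0.63 to 3.37). Over all genes of CD8-like cells the median log2 ratio of D14 over D7 was 0.20. The intervals of Ctla4 (0.41, -0.60 to 1.40) and Tigit (1.37, -1.60 to 5.11) include 0, and Tigit rested on 2 UMIs at D7 and 3 at D14, so that a change of either gene was not detectable at this depth. Gzmb (chromosome 14, 56258836 to 56262334) had 10 UMIs at D7 and 147 at D14, a log2 ratio of 4.77 (3.90 to 5.91). The cycling score of the same cells was 0.00914 at D7 and 0.229 at D14.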

Notably, the regulatory T cell cluster emerged early in D7 and persisted until the D14 transplant phase. 

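T-like cells with at least 1 UMI of Foxp3, the transcription factor of regulatory T cells, made up 63 of 559 T-like cells at D7 (11.3%, 95% interval 8.77 to 14.2) and 48 of 198 at D14 (24.2%, 18.4 to 30.8). After thinning to 1000 UMIs they were 26 of 537 (4.84%, 3.19 to 7.01) and 30 of 168 (17.9%, 12.4 to 24.5). In cell types that should lack the gene, a Foxp3 UMI was found before thinning in 0.425% of tumor-like cells at D7 and 0.137% at D14. It was found in 0 of 137 NK-like cells at D7 and 0 of 249 at D14, which allows shares of up to 2.190% and 1.205%. The NK-like cells had a median of 3892 UMIs at D7 and 1953 at D14, and the T-like cells 3571 and 1752. After thinning, 0 of 446 and 0 of 2841 tumor-like cells held one, or up to 0.673% and 0.106%. As a share of all cells of the library before thinning, T-like cells with a Foxp3 UMI were 1.87% at D7 and 0.888% at D14.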

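When the myeloid-like cells were clustered on their own, 1 subcluster was monocyte-like. It held 105 of the 678 myeloid-like cells at D7 (15.5%, 95% interval 12.8 to 18.4) and 51 of 1319 at D14 (3.87%, 2.89 to 5.05). The macrophage-like subclusters together held 312 cells at D7 (46.0%) and 684 at D14 (51.9%). Subclusters that met no name held 19.6% at D7 and 34.8% at D14, so monocytes or macrophages of another state can lie among them. Neutrophil-like cells numbered 42 and 63, and DC-like cells 47 and 27.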

In the myeloid compartment, monocytes and monocyte-like macrophages were discovered in both D7 and D14 transplants, depicting continuous recruitment of blood- or bone-marrow-derived populations (Fig. 2e and Supplementary Fig. 6a–c). 

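Of the macrophage-like subclusters, 1 went from 38 of 678 myeloid-like cells at D7 (5.61%, 95% interval 4.00 to 7.61) to 501 of 1319 at D14 (38.0%, 35.4 to 40.7), whereas another went from 28.6% (25.2 to 32.2) to 6.37% (5.11 to 7.82). Each of them came mostly from 1 library, so library and cell state cannot be told apart by their sizes. C1qa (chromosome 4, 136895916 to 136898844), a complement gene used to mark resident macrophages, went over all macrophage-like cells from 1501 CPM (95% interval 1460 to 1542) at D7 to 3939 (3876 to 4002) at D14, a log2 ratio of 1.39. C1qb and C1qc changed by 1.36 and 1.28, but in the cells without UMIs of other lineages' markers the log2 ratio of C1qb was -0.061 and that of C1qc was -0.055. Only 58 of 547 cells at D7 and 138 of 1204 at D14 met this rule. Their median depth was 1454 and 2115 UMIs, against 6128 and 2808 over the class, so the rule selects shallow cells. Arg1 (chromosome 10, 24915207 to 24927470), an anti-inflammatory gene, went from 357 CPM (95% interval 338 to 378) to 61.8 (54.1 to 70.2), a log2 ratio of -2.51. The pro-inflammatory gene Tnf went from 29.3 to 145 CPM, a log2 ratio of 2.27 (2.00 to 2.62). The log2 ratio was 0.37 (0.33 to 0.41) for Il1b and -1.36 (-2.53 to -0.69) for Nos2.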

On day 14, proliferative and differentiated macrophages were highly enriched with more anti-inflammatory macrophages than on day 7 (Fig. 2e and Supplementary Fig. 6d).

Comparison of cluster-wise annotations of human and mouse data with each other confirmed the detection of lineage-level subsets such as naïve T, CD8 + T, CD4 + T, CD4+ Treg, macrophage, DC, and pDC in both human and mouse data (Supplementary Figs. 5e and 6e). As is already well known, however, a few marker genes have different expression patterns due to differences in species. For example, orthologs of *KLRF1* and *CD1C* are absent in mouse and *Siglec-H* in human. 

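The gene lists of the mouse libraries hold no gene named Klrf1 or Cd1c. Siglech is listed and had 287 UMIs in pDC-like cells, 1363 CPM (95% interval 1210 to 1531), with a UMI in 35 of the 35 cells. In macrophage-like cells it had 3 UMIs, 0.409 CPM. The human samples were not analysed here.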

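No UMI of Ncam1 was counted in the 386 NK-like cells of the time course, which allows a level of up to 2.12 CPM (3 UMIs of the total). Fcn1 is not a listed mouse gene. The related genes Fcna and Fcnb had 20.5 (95% interval 17.3 to 24.0) and 0.409 CPM in macrophage-like cells. Marco had none in macrophage-like cells, which allows up to 0.409 CPM, and 10 UMIs in DC-like cells (17.8 CPM, 8.52 to 32.7). Clec4b1 had none in pDC-like cells, which allows up to 14.2 CPM, and 15.4 CPM in macrophage-like cells (12.7 to 18.5). Il3ra had 4 UMIs in pDC-like cells (19.0 CPM, 5.18 to 48.6), 28.2 CPM in macrophage-like cells (24.5 to 32.4) and 6.08 in tumor-like cells.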

Expression of *NCAM1* (for NK), *FCN1* (for monocyte), *MARCO* (for resident macrophage), *CLEC4B1* and *IL3RA* (for pDC) was high only in human cells. There were also some differences in clustering between two species. The human data had tissue type-specific subclusters such as CD4+ Tfh, Trm from PDAC and RCC, and alveolar macrophages that could not be included in the mouse model. Monocytes and Tγδ were clustered in the mouse data, but not in the human data. These types of cells may be spread out in other clusters with similar transcriptomic profiles and could be collected by additional analysis, which is supported by the fact that mast cell clusters appeared upon total cell clustering in the human data but upon myeloid cell clustering in the mouse data (Fig. 1b and Supplementary Fig. 6e). 

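In the time course a monocyte-like group appeared only when myeloid-like cells were clustered on their own. A T-like cluster led by Trdc, the constant gene of the T cell receptor delta chain, held 97 control cells (1.99%, 95% interval 1.61 to 2.42), 71 mock cells (1.66%, 1.30 to 2.09), 25 cells at D7 (0.743%, 0.481 to 1.09) and 18 at D14 (0.333%, 0.197 to 0.526).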

Overall, we proposed that the TME of solid human tumors comprising exhausted CD8^+^ T cells and anti-inflammatory resident macrophages was reconstructed between days 7 and 14 post-transplantation.

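Lists of macrophage activation genes were set against the same 2 days. The M1-like and M2-like lists are shorter than the gene sets of the paper's M1 and M2 scores. Monocytes were not set apart from the macrophage-like cells. In macrophage-like cells, the median log2 ratio of D14 over D7 was -1.42 over the 8 of 10 genes of an M2-like list with at least 10 CPM, of which 2 were higher and 6 lower at D14. It lay at percentile 0 of 10000 random lists matched on mean expression. For an M1-like list the median was -0.41 (percentile 3.41), with 3 genes higher and 5 lower. In the cells without UMIs of other lineages' markers, the medians were -1.25 for the M2-like and 0.58 for the M1-like list, so the direction of the latter depended on the cells used. These were 58 cells at D7 and 138 at D14, with a lower median depth than the class. The median was -1.15 for an interferon response list (12 of 12 genes lower), -0.92 for MHC class I, -0.67 for MHC class II and -1.09 for immediate early and heat shock genes. The immediate early and heat shock list was also lower at D14 in NK-like (-1.32), CD8-like (-0.86), DC-like (-0.81), neutrophil-like (-0.76) and T-like cells (-0.65). Its fall was therefore not particular to macrophages. In tumor-like cells its median was -0.11. A property of 1 of the libraries cannot be told apart from a change between days. A percentile describes these libraries and tests no difference between days.

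The paper takes the changes of T cell and macrophage clusters from D7 to D14 (Fig. 2c to 2e) and the comparison with human tumors as its basis. From them, it proposes that an environment with exhausted CD8 T cells and anti-inflammatory resident macrophages, as in human solid tumors, forms in the transplants between both days.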

### rIL7 inhibits tumor growth by stimulating myeloid and T cell

To determine the anti-tumor efficacy of rIL7, we first analyzed IL7R expression in the mouse tumor transplant model. Expression of *Il7r* transcripts, particularly in early-activation state T cells, as well as in subpopulations of macrophages and DCs, were consistent with that of human tumors (Fig. 2f and Supplementary Fig. 7a–d). 

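Il7r (ENSMUSG00000003882; chromosome 15, 9506159 to 9529941) encodes the receptor chain for IL-7, CD127. After thinning each cell to 1000 UMIs, it was detected in 178 of 537 T-like cells at D7 (33.1%, 95% interval 29.2 to 37.3) and 50 of 168 at D14 (29.8%, 23.0 to 37.3). In CD8-like cells the share was 22.7% (13.8 to 33.8) and 10.0% (3.76 to 20.5), and in CD4-like cells 35.9% (28.4 to 44.0) and 27.8% (9.70 to 53.5). Macrophage-like cells had Il7r in 66 of 511 cells at D7 (12.9%, 10.1 to 16.1) and 196 of 1117 at D14 (17.6%, 15.4 to 19.9). DC-like cells had it in 10 of 40 (25.0%, 12.7 to 41.2) and 8 of 21 (38.1%, 18.1 to 61.6), and NK-like cells in 4.69% and 4.91%. The background in tumor-like cells was 0 of 446 at D7, which allows a share of up to 0.673%, and 3 of 2841 at D14 (0.106%). T-like, macrophage-like and DC-like cells lay above it at both days. Thinning left out 22 and 30 T-like, 36 and 87 macrophage-like and 25 and 76 tumor-like cells at D7 and D14.

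Without thinning, the shares at D7 and D14 were 58.0% and 50.5% in T-like cells, 32.7% and 32.6% in macrophage-like cells, 67.5% and 66.7% in DC-like cells and 2.12% and 0.686% in tumor-like cells. The median depth was 6128 and 2808 UMIs in macrophage-like cells and 11976 and 2989 in DC-like cells, below that of tumor-like cells. The share of macrophage-like cells at D14 moved with the depth of thinning, to 11.3% at 500 UMIs and 26.4% at 2000. In sums over macrophage-like cells, Il7r had 191 CPM (95% interval 177 to 206) at D7 and 221 (206 to 236) at D14, a log2 ratio of 0.21 (0.062 to 0.36).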

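Across T-like cells thinned to equal depth, the Spearman correlation of Il7r with Ramp3 (chromosome 11, 6658506 to 6677478) was 0.0987 at D7, where it ranked 74 of 2514 genes, and 0.111 at D14, where it ranked 294 of 2684. Without thinning it was 0.128 and 0.0885. Cells of 1 library are not replicates, so no p-value is given. In T-like cells with an Il7r UMI, Ramp3 had 882 CPM at D7 (95% interval 749.5 to 1031) against 602 (524 to 688) in the cells without. At D14 it had 1080 (811 to 1409) against 517 (395 to 664).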

In T cells, a positive correlation was observed between the expression levels of *Il7r* and *Ramp3* (Supplementary Fig. 7b). The expression of receptor activity-modifying protein 3 (RAMP3) on unstimulated human T cells is known to be downregulated by phytohemagglutinin (PHA) stimulation [45]. In myeloid compartments, Il7r-expressing macrophages highly expressed inflammatory cytokine (*Il1b*) and monocytic gene (*Cd14*) but not the resident macrophage gene (*C1q*) (Fig. 2g). 

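Macrophage-like cells were divided by whether they held an Il7r UMI after thinning. Monocytes were not set apart from these cells, since a monocyte-like group of 105 cells at D7 and 51 at D14 appeared only in the clustering of myeloid-like cells. The comparison therefore does not separate differences among macrophages from those between monocytes and macrophages. At D14, Il1b (chromosome 2, 129364569 to 129371164) had 4362 CPM (95% interval 4075 to 4665) in the 196 cells with Il7r and 3161 (3047 to 3278) in the 921 cells without, a log2 ratio of 0.46. Cd14 (chromosome 18, 36725064 to 36726815) had 1878 (1691 to 2080) against 1248 (1176 to 1322). C1qa had 1929 (1739 to 2133) against 3875 (3749 to 4004), a log2 ratio of -1.01, and C1qb and C1qc had log2 ratios of -1.39 and -1.10. At D7, with 66 cells against 445, the log2 ratios were 0.82 for Il1b, 0.51 for Cd14 and -1.05 for C1qa, while the intervals of C1qc overlapped (319 to 667 against 572 to 724 CPM). Over all macrophage-like cells, Cd14 had 2057 CPM at D7 and 1212 at D14.

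**Figure D2:**
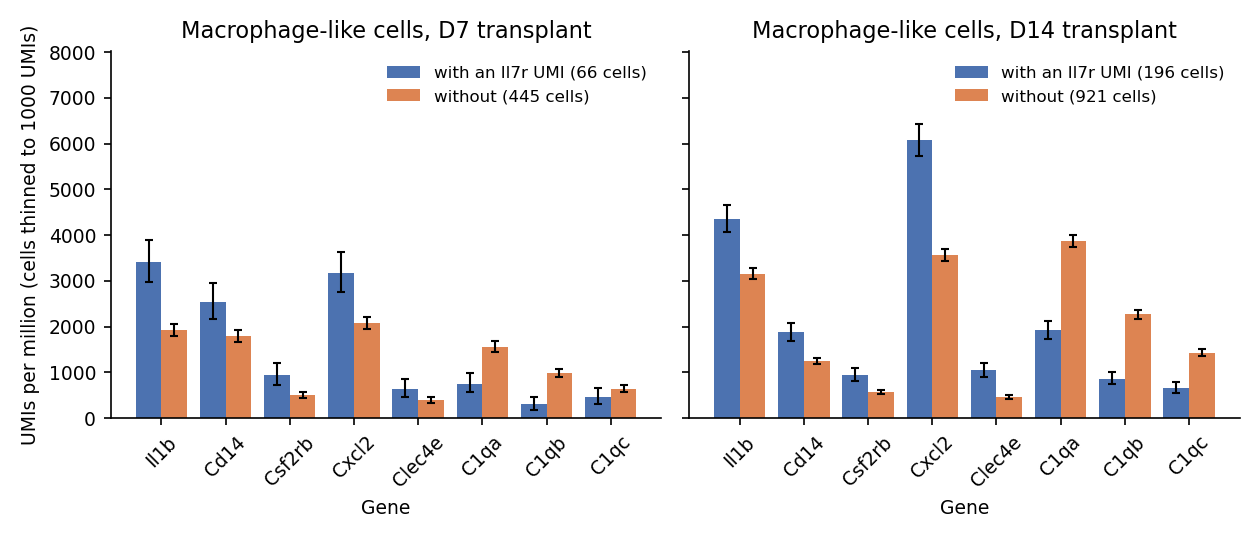
CPM (y axis) of 8 genes (x axis) in macrophage-like cells with and without an Il7r UMI, after thinning each cell to 1000 UMIs, in the D7 library (left) and the D14 library (right), with bars for sums over cells and error bars for exact Poisson 95% intervals, which cover counting error only. The bars of the C1q genes are lower, and those of Il1b, Cd14, Csf2rb, Cxcl2 and Clec4e higher, in the cells with Il7r in both libraries. Monocytes were not set apart from macrophage-like cells.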

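Over the genes measured in macrophage-like cells at D14, the Spearman correlation with Il7r across thinned cells was 0.222 for Clec4e (rank 2 of 2753), 0.204 for Cxcl2 (rank 3) and 0.165 for Csf2rb (rank 9). Cd14 was at rank 26 (0.134) and Il1b at rank 57 (0.108). C1qb was at rank 2753 (-0.220) and C1qa at rank 2752 (-0.199). At D7, Csf2rb was at rank 7 of 2851 (0.187), Clec4e at rank 47 (0.139), Cxcl2 at rank 60 (0.132) and Il1b at rank 804 (0.0349). The correlations are across cells of 1 library, which are not independent replicates.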

The *Il7r* expression correlation analysis revealed that macrophages with high *Il7r* levels were pro-inflammatory (*Csf2rb, Cxcl2*, and *Clec4e*) (Supplementary Fig. 7d) [27, 46]. 

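DC-like clusters held 40 cells at D7 and 21 at D14, and mature DCs were not set apart from the others. At D7 the Spearman correlation with Il7r across thinned cells was 0.577 for the MHC II gene H2-Aa (chromosome 17, 34282744 to 34287823; rank 2 of 1165 genes), 0.510 for H2-Eb1 (rank 11), 0.490 for H2-Ab1 (rank 14) and 0.411 for Cd74 (rank 30). For Il1b it was -0.0246 (rank 613). At D14 the values were 0.0949 for H2-Aa, 0.0645 for H2-Eb1, -0.00757 for H2-Ab1, -0.0163 for Cd74 and 0.0972 for Il1b (rank 176 of 590). Without thinning, Cd74 and Il1b at D14 gave 0.542 and 0.362.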

In mature DCs, the expression of *Il1b* and antigen-presenting molecules (MHC II and *Cd74*) exhibited positive correlation with *Il7r* expression (Supplementary Fig. 7d). The correlation between *Il7r* expression and antigen-presenting molecule expression can be explained by the effect of IL-7 signaling on DC maturation. Vogt et al. reported that IL-7 signaling is required for DC development and IL7R expression is maintained only in a subset of mature DCs, including migratory DCs [47]. Immunofluorescence staining of tumor tissues further confirmed the cell surface expression of IL7R (CD127) on macrophages and DCs, and the presence of pro-inflammatory CD127^+^ macrophages and DCs (Fig. 2h). Consequently, we anticipated that rIL7 therapy would stimulate the early-differentiation state T cells and pro-inflammatory APCs.

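Mice bearing CT26 tumors received recombinant IL-7 (rIL7) or PBS by injection on days 11 and 13 after transplantation, at 10 µg of rIL7 per injection. At day 15 the tumors of 4 mice were pooled into 1 library per group, with a 5' droplet chemistry that also gives T cell receptor (TCR) sequences. The authors deposited the filtered UMI counts per gene and barcode from CellRanger, which also hold the counts of 15 DNA-tagged antibodies, and the assembled TCR chains per barcode. Of 13300 barcodes in the control and 10329 in the rIL7 group, 13125 and 9928 passed the same criteria as in the time course. They held 223641193 and 208083921 UMIs on genes, with a median of 9676 and 12890 per cell. The lowest kept cell had 1277 UMIs in the control and 500 in the rIL7 group, where 1039 cells lay below the lowest control cell. The 2 libraries were clustered together with the settings used for the time course. Clusters that met no name held 28.8% of the control cells and 24.3% of the rIL7 cells, so these shares were not assigned to a type. Scrublet marked 364 control and 185 rIL7 cells at its own threshold, and 1378 and 789 cells at the expected rate were removed in the setting without doublets. The paper used DecontX on these data to remove cells contaminated by free RNA. The counts used here are before that step, so such cells and free RNA of abundant cell types are still in them. No test between groups was possible with 1 library each.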

Based on the immune cell dynamics, we administered rIL7 on day 11 post-transplantation to detect anti-tumor activity in the TME enriched in exhausted T cells and anti-inflammatory macrophages (Fig. 3a). scRNA-seq was performed 4 days post-rIL7 administration and 15 days post-transplantation to characterize early changes in the composition and phenotype of immune cell populations. Multiple rIL7 injections at 48-h intervals inhibited tumor growth (Fig. 3b). Following rIL7 treatment, we observed a slight reduction in tumor size and tumor cell proportion, as well as an increase in T and NK immune cells (Fig. 3b–d and Supplementary Fig. 8a–d). 

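T-like cells made up 469 of 13125 control cells (3.57%, 95% interval 3.26 to 3.90) and 586 of 9928 rIL7 cells (5.90%, 5.45 to 6.38), a difference of 2.33 percentage points (1.77 to 2.90). NK-like cells made up 345 control cells (2.63%) and 454 rIL7 cells (4.57%), a difference of 1.94 points (1.45 to 2.45). Both shares were higher after rIL7 under every alternative tried. Tumor-like cells made up 5343 control cells (40.7%) and 4007 rIL7 cells (40.4%), a difference of -0.348 points whose interval (-1.63 to 0.939) includes 0. It moved most, to 10.7 points, when each library was clustered alone. For macrophage-like cells the difference was 0.161 points (-0.669 to 0.998), for monocyte-like cells -0.776 (-1.33 to -0.217) and for neutrophil-like cells 1.12 (0.603 to 1.65).

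Over immune cells alone, 3622 in the control and 3208 in the rIL7 group, T-like cells were 12.9% and 18.3%, and NK-like cells were 9.53% and 14.2%. Macrophage-like cells were 40.8% (39.2 to 42.4) and 35.4% (33.7 to 37.0) of the immune cells. These intervals cover the counting of cells and leave out the spread between mice, which a pool does not show.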

The increase in T cells by rIL7 was confirmed by flow cytometry analysis in a separate experiment (Fig. 3e). 

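Among T-like and NK-like cells, CD8-like cells numbered 166 of 814 in the control (20.4%, 95% interval 17.7 to 23.3) and 285 of 1040 in the rIL7 group (27.4%, 24.7 to 30.2). After thinning each cell to 1000 UMIs, which left out 0 control and 15 rIL7 cells, they were 12.9% (10.7 to 15.4) and 22.1% (19.6 to 24.8). The background, tumor-like cells with a Cd8a or Cd8b1 UMI, was 0.0749% and 0.250% after thinning and 0.805% and 1.75% before it. The median depth was 4095 and 4768 UMIs in T-like cells and 27795 and 37424 in tumor-like cells, for the control and rIL7. CD4-like cells made up 11.9% (9.77 to 14.3) and 9.90% (8.16 to 11.9), or 4.42% and 3.51% after thinning. Of the T-like cells, 19.8% in the control (16.3 to 23.7) and 18.1% in the rIL7 group (15.1 to 21.4) held a Foxp3 UMI. As background, a Cd4 UMI was found in 0.3182% and 0.1497% of tumor-like cells and in 0.580% and 0.661% of NK-like cells, whose median depth was 4063 and 4989 UMIs. A Foxp3 UMI was found in 0.487% and 0.599% of tumor-like cells, and in 0 of 345 control NK-like cells, which allows a share of up to 0.870%, and 1 of 454 rIL7 NK-like cells (0.220%). The intervals of the CD4-like and Foxp3-positive shares overlapped between the groups. Resident memory, effector memory and exhausted cells were not divided into separate groups here.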

Further sub-clustering of T/NK lymphoid populations revealed an increase in CD8^+^ effector T cells in the rIL7 treatment group, including resident memory, effector memory, and exhausted gene expression phenotypes (Trm/Tem/Tex) (Fig. 3f and Supplementary Fig. 9a, b). 

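The scores were compared after thinning each cell to 1000 UMIs. In CD8-like cells (166 control, 285 rIL7), the cytotoxic score (Gzma, Gzmb, Ifng and Nkg7) was 1.07 (SD over cells 0.731) in the control and 1.37 (SD 0.681) in the rIL7 group. The exhausted score (Ctla4, Havcr2, Lag3, Pdcd1 and Tigit) was 0.631 (SD 0.574) and 0.814 (SD 0.622). Without thinning, the cytotoxic score was 1.29 and 1.56 and the exhausted score 0.970 and 1.25. Over all T-like cells (469 and 578, with 8 rIL7 cells too shallow), the thinned cytotoxic score was 0.628 and 0.949 and the exhausted score 0.468 and 0.647. Thinning to 2000 UMIs moved the difference in the exhausted score most, to 0.288.

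The genes of the cytotoxic score did not all move together. In sums over CD8-like cells, Gzma (chromosome 13, 113093824 to 113100981) went from 310.0 CPM (95% interval 277 to 346) to 128 (114 to 144), a log2 ratio of -1.27 (-1.51 to -1.04), whereas the log2 ratio was 0.58 (0.50 to 0.66) for Gzmb, 0.54 (0.21 to 0.90) for Ifng and 0.46 (0.39 to 0.53) for Nkg7. Of the exhaustion genes, it was 0.79 (0.64 to 0.95) for Lag3, 0.70 (0.36 to 1.06) for Havcr2, 0.59 (0.39 to 0.80) for Ctla4 and 0.43 (0.30 to 0.56) for Pdcd1. The interval of Tigit (0.17, -0.029 to 0.38) includes 0.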

T cells in the rIL7 group displayed higher cytotoxic and exhausted scores than those in the control group (Supplementary Fig. 9c). An increase in CD8+ cytotoxic T cells expressing granzyme B in IL7-treated mice was re-confirmed by independent experiments (Fig. 3g and Supplementary Fig. 9d). TCR sequence analysis demonstrated clonal expansion of the CD8^+^ Trm/Tem/Tex cluster in response to rIL7 treatment (Fig. 4a, b), with high cytotoxic gene expression (Fig. 4c). 

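A clonotype was defined by the genes and CDR3 nucleotides of the TRA and TRB chains with the most UMIs in a cell. Productive chains numbered 953 in the control and 1138 in the rIL7 group. Both chains were found in 350 of 469 T-like control cells (74.6%) and 451 of 586 T-like rIL7 cells (77.0%), which formed 274 and 280 clonotypes. Hyperexpanded clonotypes, those of over 5 cells, held 19 control cells in 2 clonotypes (5.43%, 95% interval 3.30 to 8.35) and 115 rIL7 cells in 10 clonotypes (25.5%, 21.5 to 29.8). Clonotypes of a single cell held 68.6% (63.4 to 73.4) and 51.2% (46.5 to 55.9). Among CD8-like cells, 18 of 151 (11.9%, 7.22 to 18.2) and 113 of 264 (42.8%, 36.8 to 49.0) lay in hyperexpanded clonotypes, against 0 of 71 and 0 of 85 CD4-like cells. Clonotypes of 4 to 5 cells went the other way, with 43 control (28.5%, 21.4 to 36.4) and 27 rIL7 CD8-like cells (10.2%, 6.85 to 14.5). Over all T-like cells with both chains they held 12.9% and 5.99%. The size of the difference therefore depends on the cutoff of over 5 cells, which was not varied. The largest clonotype held 10 control cells and 31 rIL7 cells. Since more cells make larger clonotypes, 350 of the 451 rIL7 cells were drawn 1000 times, and the hyperexpanded share averaged 21.6% with a lowest value of 15.4%. This moved the difference between the groups more than any other alternative. The draws equalized the T-like cells but not the CD8-like cells among them, 151 in the control and 264 in the rIL7 group. Over every barcode with both chains, the share was 11.1% in the control (46 of 416 cells) and 28.0% in the rIL7 group (141 of 504). A pool of 4 mice hides how many of them carried each clonotype.

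**Figure D3:**
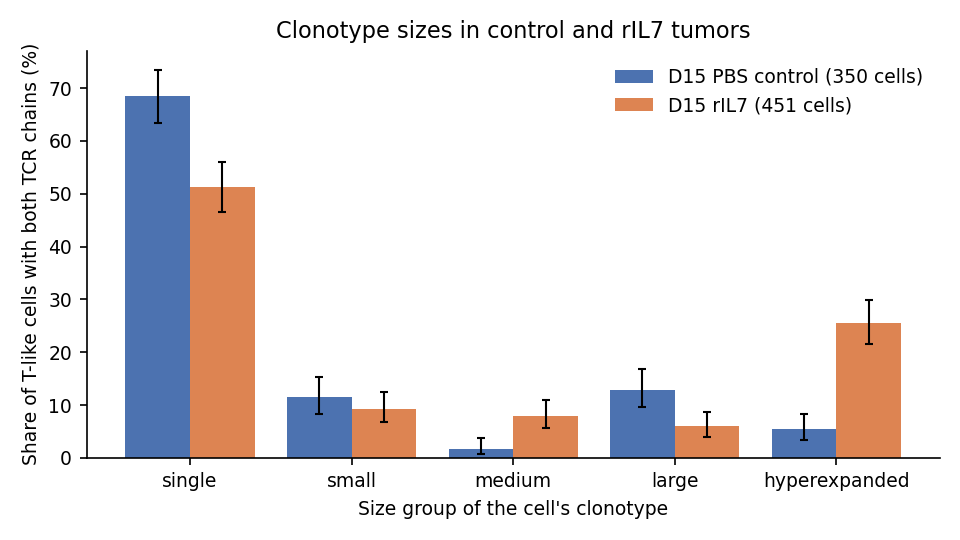
Share of T-like cells with both TCR chains (%, y axis) that lie in clonotypes of each size group (x axis), in the control library (350 cells) and the rIL7 library (451 cells), with error bars for the exact binomial 95% interval, which covers counting error only. The hyperexpanded bar stands at 5.43% in the control and 25.5% in the rIL7 group.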

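Over every barcode with both chains, the control held 320 distinct pairs of genes and CDR3 nucleotides and the rIL7 group 307, and 0 of them were found in both. By the amino acids of both CDR3s, 4 clonotypes were shared, with 17 control and 9 rIL7 barcodes. For single chains by nucleotides, 10 TRA and 2 TRB sequences were shared.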

Although we expected a substantial overlap of tumor-specific clones between individual mice, there was no clonal overlap between control and IL7-treated mice (Supplementary Fig. 9e). This may be explained by the stochastic nature of TCR generation (potentially 10^15^–10^20^ clonal diversity) and the relatively small size of the T cell repertoire (~10^7^ clones) in a mouse [48]. Instead, IL-7-induced PD-1^+^ effector T cell expansion was confirmed by flow cytometry in vitro (Supplementary Fig. 9f).

**Fig. 3:**
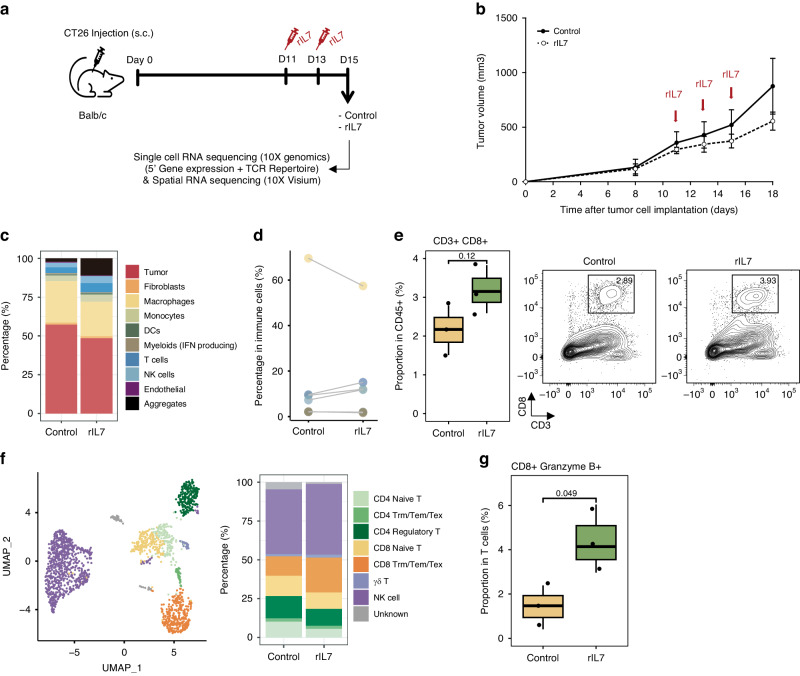
IL-7 treatment inhibits tumor growth and co-stimulates inflammatory macrophages and CD8^+^ effector T cells. **a** A tumor transplant model for rIL7 treatment was developed by subcutaneous inoculation of the CT26 cell line into BALB/c mice. Recombinant IL-7 (rIL7 group) or PBS (control group) was intraperitoneally injected twice at days 11 and 13 post-transplant. Tumor tissues were collected on day 15. **b** Growth curve of CT26 tumors in syngeneic BALB/c mice after rIL7 treatment. Tumor volume was measured by Mean ± SEM (*n* = 10 for control; *n* = 5 for rIL7). **c** Percentage bar plot of cell types in each sample. Colors denote the cell types. **d** Comparison of the proportion of immune cell types such as macrophages, monocytes, DCs, IFN producing myeloid, NK, and T cells among the total of 8,560 immune cells. Colors represent each cell type as shown in (**c**). **e** Flow cytometry analysis illustrates an increase in CD8^+^ T cell (CD3^+^ CD8^+^) proportion after rIL7 treatment. Tumor specimens were collected 15 days after tumor implantation in the CT26 syngeneic mouse model (*n* = 3). **f** UMAP and subset proportion bar plots of 1818 T/NK cells. Colors represent each T/NK subset type. **g** Boxplot of percentage of CD8^+^ GranzymeB^+^ cells in the CD45^+^ CD3^+^ T cell fraction (*n* = 3), with a *p* value for the two-sided *T* test.

**Fig. 4:**
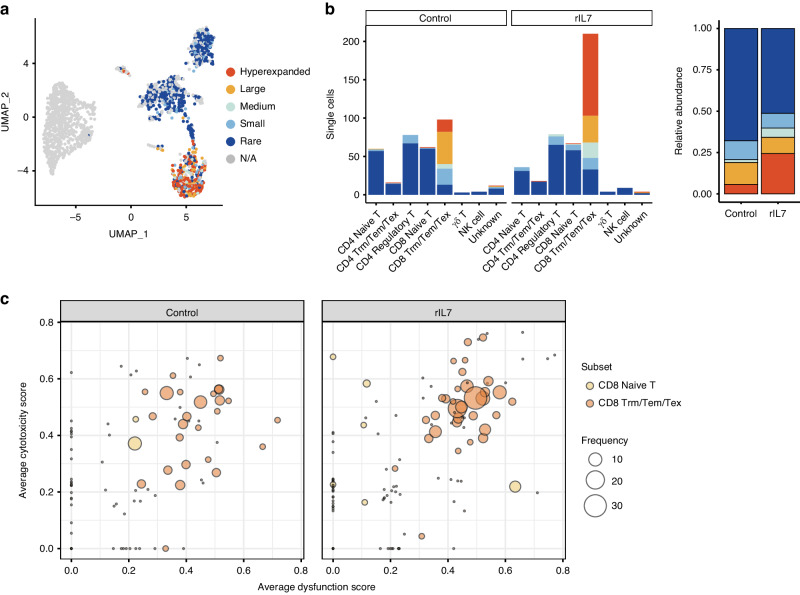
IL-7 stimulates expansion of CD8^+^ effector T cells with proliferative capacity and prolongs the maintenance of effector function. **a** UMAP plot of T/NK cells colored by T cell clonotype. Single=1, Small=2, Medium=3, Large ≤5, and Hyperexpanded >5 copies. **b** Frequency of clonotype in each subset (left) and their relative abundance (right) in each sample. Colors represent clonotypes as defined in (**a**). **c** Bubble plots of CD8^+^ T cells represent the expansion of effector CD8^+^ T cells in the rIL7 group. Each bubble represents a clone and is colored by subset and sized by clonal frequency. The x- and y-axes depict dysfunctional and cytotoxicity scores, respectively.

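Myeloid-like cells of both groups, 2808 in the control and 2168 in the rIL7 group, were clustered on their own. A macrophage-like subcluster held 563 control cells (20.1%, 95% interval 18.6 to 21.6) and 255 rIL7 cells (11.8%, 10.4 to 13.2), and another held 192 (6.84%, 5.93 to 7.83) and 313 (14.4%, 13.0 to 16.0). A monocyte-like subcluster held 6.73% of the control (5.83 to 7.72) and 4.84% of the rIL7 cells (3.98 to 5.83). Another monocyte-like subcluster held 6.30% (5.43 to 7.27) and 7.10% (6.06 to 8.27), and these intervals overlap. All macrophage-like subclusters together made up 61.2% and 58.9%, all monocyte-like subclusters 13.0% and 11.9%, and neutrophil-like cells 15.8% and 19.8%. The subclusters were not matched to the cluster numbers of the study, and a subcluster mostly of 1 library can reflect that library.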

Monocyte or macrophage clusters constituting the control (clusters 9 and 14; clusters 3 and 6) or rIL7 groups (cluster 5; cluster 11) were imparted by myeloid cell populations (Supplementary Fig. 10a–c). 

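Spp1 (ENSMUSG00000029304; chromosome 5, 104435111 to 104441053) had 1396 CPM (95% interval 1379 to 1414) in macrophage-like control cells and 831 (817 to 844) in rIL7 cells, a log2 ratio of -0.75 (-0.78 to -0.72). In monocyte-like cells it had 1367 and 600.2, a log2 ratio of -1.19 (-1.25 to -1.12). In macrophage-like cells with at most the median share of other lineages' marker UMIs, the setting that moved the value most, the ratio was -0.53. Spp1 had 1630 CPM in T-like and 5964 in tumor-like control cells, both above its level in macrophage-like cells, so that free RNA may add to these counts. Il1b (ENSMUSG00000027398) had 2237 CPM (95% interval 2215 to 2258) and 3345 (3318 to 3373), a log2 ratio of 0.58 (0.56 to 0.60), and 0.59 (0.56 to 0.61) in monocyte-like cells. Csf3r (ENSMUSG00000028859; chromosome 4, 126023441 to 126044975) had 17.3 CPM (95% interval 15.5 to 19.3) and 42.2 (39.2 to 45.5), a log2 ratio of 1.24 (1.09 to 1.48), and 0.65 (0.37 to 0.96) in monocyte-like cells. Neutrophil markers other than Csf3r were also higher in macrophage-like rIL7 cells, 7 of 7 with a median log2 ratio of 2.47, and Csf3r is not separated from them here. For Il1b, the levels argue against neutrophil RNA as the whole cause. S100a8 reached 276 CPM in macrophage-like against 8959 CPM in neutrophil-like rIL7 cells. The M1-like list, which includes Il1b, summed to 9502 CPM in the latter. So small a part of neutrophil RNA brings less Il1b than its rise from 2237 to 3345 CPM.

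Among genes with at least 50 CPM in either group whose ratio kept its direction under median scaling and in cells with at most the median share of other lineages' marker UMIs, the largest log2 ratios in macrophage-like cells were those of S100a8 (2.97), S100a9 (2.90), G0s2 (2.49), Hdc (2.37) and Hspa1b (1.16). The smallest were those of Mgp (-2.19), Tm4sf1 (-2.10), Dcn (-2.08), Cavin2 (-1.90) and Cavin3 (-1.84). The tumor markers Rpl39l, Baiap2l1, Krt8 and Krt18, summed over the same cells, fell from 109.8 to 37.2 CPM, so less tumor RNA lay in the rIL7 cells. Arg1 changed by -0.30 (-0.36 to -0.24), and the interval of Nos2 (0.18, -0.098 to 0.48) includes 0. These are RNA levels, whereas the paper measured Arg1 and iNOS, the product of Nos2, as protein by flow cytometry.

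**Figure D4:**
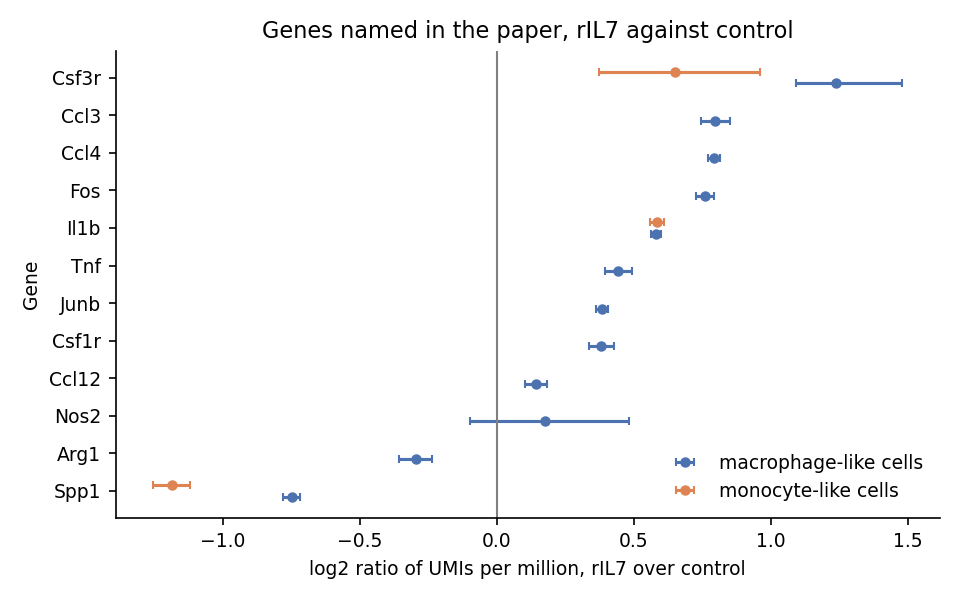
Log2 ratio of CPM in the rIL7 library over the control library (x axis) for genes named in the paper (y axis), in macrophage-like and monocyte-like cells, with 1 CPM added. Points are sums over the cells of 1 library each and lines their 95% interval for counting error; Spp1 lies left of 0 and Il1b and Csf3r right of 0 in both cell classes.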

Differential expression gene analysis (adjusted *p* < 0.05, log2(fold-change) >0.25) revealed downregulation of TAM-associated gene (*Spp1*) [7] and upregulation of pro-inflammatory genes (*Il1b* and *Csf3r*) in the rIL7 group (Supplementary Fig. 10d). Flow cytometry analysis confirmed that macrophages (CD45^+^ F4/80^+^) from the rIL7 treatment group manifested Arg1^low^iNOS^high^ status compared with those from the control group (Supplementary Fig. 10e, f); iNOS and Arg1 mediate proinflammatory and anti-inflammatory macrophage functions, respectively [49]. We isolated myeloid cells (CD11b^+^) from the control transplant and incubated them with rIL7 in vitro to assess whether IL-7 is directly involved in the pro-inflammatory conversion. Myeloid cells subjected to rIL7 treatment produced elevated levels of inflammatory cytokines (Supplementary Fig. 10g). Hence, the pro-inflammatory phenotype almost certainly promotes an immunogenic microenvironment and aids tumor regression.

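In macrophage-like cells, the median log2 ratio of rIL7 over control was 0.15 for the M1-like list (6 of 8 genes higher), at percentile 98.1 of 10000 random lists matched on mean expression. For the M2-like list it was -0.26 (5 of 6 genes lower), at percentile 0.0900. In monocyte-like cells the medians were 0.098 and 0.12 for the M1-like and M2-like lists. For the M2-like list in monocyte-like cells, the median was -0.17 in cells at or below their library's median share of other lineages' marker UMIs, a setting chosen after seeing the data, so its direction depended on the cells used. The median was 0.25 for interferon response genes (percentile 100.0), 0.25 for MHC class II (percentile 99.7) and 0.10 for MHC class I (percentile 94.3). A percentile describes these 2 libraries and tests no effect of rIL7.

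The paper takes lower Spp1 and higher Il1b and Csf3r in the rIL7 group as part of its basis. It adds flow cytometry of Arg1 and iNOS protein in macrophages. It also measured more inflammatory cytokines from CD11b-positive tumor cells given rIL7 in vitro. From these, it concludes that the pro-inflammatory state almost certainly makes the tumor environment more immunogenic and helps tumors to regress. The protein and in vitro data were not analysed here.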

### rIL7 elevates macrophage–CD8^+^ effector T cell interaction

In addition to the immunogenic transition of myeloid and lymphoid immune cells, rIL7 treatment promoted the formation of multicellular aggregates (clusters 14, 15, 21, and 22) that expressed multiple cell type lineage markers, including CT26 tumor markers (*Rpl39l* and *Baiap2l1*) and macrophage markers (*H2-Aa* and *Cd68*) (Supplementary Fig. 8c). These multicellular aggregates may represent doublet formation or the fusion of tumor and macrophages [50, 51]. 

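Clusters with markers of more than 1 lineage held 93 of 13125 control cells (0.709%, 95% interval 0.572 to 0.867) and 131 of 9928 rIL7 cells (1.32%, 1.104 to 1.564), a difference of 0.611 percentage points (0.344 to 0.891). The difference rested on 1 cluster found only in the rIL7 group. Without that cluster, 93 control cells (0.709%, 0.572 to 0.867) and 22 rIL7 cells (0.222%, 0.139 to 0.335) remained. The cells of highest Scrublet score, taken at the expected rate, included 69 of the control and 20 of the rIL7 cells in such clusters. That rate is 10.5% of the control and 7.94% of the rIL7 library. Scrublet's own threshold marked 42 and 6 of them. With the cells taken at the expected rate removed and the others clustered again, no cluster had mixed markers in either group, a difference of 0 points, although most of these rIL7 cells had not been removed. When each library was clustered alone, the setting that moved it most, it was -5.99 points. In tumor-like cells, Rpl39l (chromosome 16, 10170197 to 10174911) had 320.4 CPM in the control and 364 in the rIL7 group, and Baiap2l1 (chromosome 5, 144264525 to 144358112) had 619 and 713, log2 ratios of 0.18 (0.17 to 0.20) and 0.20 (0.19 to 0.22).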

Tumacrophages are phagocytosis-generated fusions of apoptotic tumor cells and macrophages. Inter-cluster correlations displayed two types of multicellular aggregates: tumacrophage-like (cluster 14) and immune-like (cluster 15) (Supplementary Fig. 8d). 

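Of the 4 clusters with mixed markers, 3 had tumor and macrophage markers. The largest of them held 0 control cells, which allows a share of up to 0.0229%, and 109 rIL7 cells (1.098%, 95% interval 0.902 to 1.32). Its cells had a median of 3165 UMIs, compared with 37424 in tumor-like and 14350 in macrophage-like cells of that library, and 2 of them were among the cells of highest Scrublet score at the expected rate, and 0 at Scrublet's own threshold. The other two held 34 and 16 control cells and 11 and 0 rIL7 cells. At the expected rate 59 of their 61 cells were marked (96.7%, 88.7 to 99.6). At Scrublet's own threshold it was 38 of 45 cells in 1 of them and 1 of 16 in the other. Their median in the control was 18278 UMIs. The cluster with B and tumor markers held 43 control and 11 rIL7 cells, of which 28 were marked at the expected rate and 9 at Scrublet's own threshold. A cluster found in 1 of 2 libraries cannot be told from an effect of that library.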

The increase in tumacrophage-like aggregates in the rIL7 treatment group indicates a macrophage-tumor cell interaction or apoptosis-dependent phagocytosis. Furthermore, immune-like aggregates may appear due to elevated APC-T cell interactions.

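Cells with UMIs of both tumor and macrophage markers were also counted without clusters. After thinning to 1000 UMIs, 1237 of 13125 control cells (9.43%, 95% interval 8.93 to 9.94) and 475 of 9187 rIL7 cells (5.17%, 4.73 to 5.64) held both. If the markers were independent across cells, 14.0% and 11.8% would be the expectation. Without thinning the shares were 52.4% and 36.3%. By this measure the share was lower in the rIL7 group, while the share in clusters of mixed markers was higher. Free RNA and doublets enter both measures.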

To depict alterations in intercellular communication induced by rIL7 treatment, we initially employed CellphoneDB [29], a statistical method for inferring ligand-receptor interactions from gene expression data. Overall, the ligand-receptor interactions predicted for the rIL7 treatment group were more frequent compared to the control group, validating rIL7-stimulated intercellular communications in the TME (Fig. 5a); among them, the macrophage-T cell pair emerged as a frequently interacting pair in the rIL7 group (Fig. 5b).

**Fig. 5:**
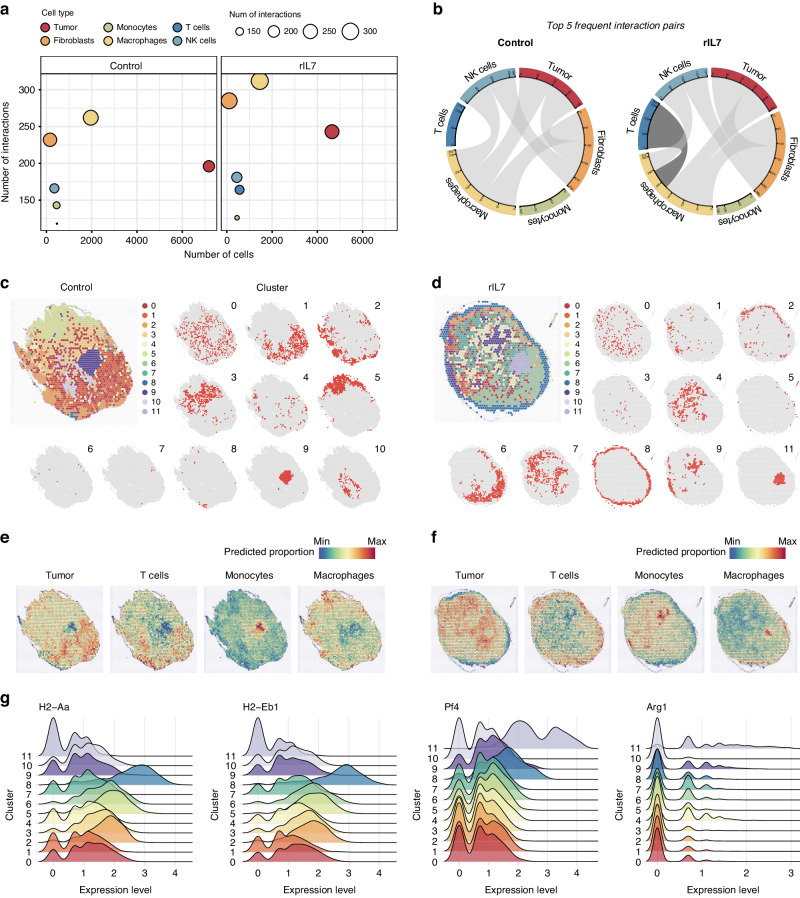
Enhancement of the macrophage and T cell interactions by IL-7 treatment. **a** Bubble plot displays an increase in interactions in macrophages, fibroblasts, and T cells after rIL7 treatment. Each bubble represents a major cell type and is sized according to the number of interactions occurring within that cell. The x-axis and y-axis indicate the number of cells and number of interactions, respectively. **b** Circos plot of the top 5 frequently interacting cell-type pairs. Gray ribbons link interactive cell types. The black ribbon in the rIL7 group (right) indicates distinction from the control group (left). Each band of the Circos plot is drawn per cell type, and the length of the band is determined by the total number of interactions in that cell. Tissue images for control (**c**) and rIL7 (**d**) samples depicted as an overlay of the spot cluster annotation. Tissue images for control (**e**) and rIL7 (**f**) samples overpainted by the predicted proportion of tumor, T cells, monocytes, and macrophages. **g** Expression levels of APC related genes such as MHC class II (*H2-Aa* and *H2-Eb1*), *Pf4* (pro-inflammatory), and *Arg1* (anti-inflammatory) in each spot cluster.

Spatial transcriptome profiling further supported the reinforcement of macrophage-T cell interactions, allowing gene expression patterns to be mapped over tissue location [52]. Prediction of the cell type proportion correlation elucidated that rIL7 promotes the transition from a microenvironment rich in tumor-T interactions to one rich in APC-T and tumor-monocyte interactions (Supplementary Fig. 11a). Indeed, tumor-T (C1), APC-T (C8), and tumor-monocyte (C4) colocalization was enhanced in the control or rIL7 samples as predicted (C1, control-enriched; C4 and C8, IL-7-enriched) (Fig. 5c–f and Supplementary Fig, 11b–d). The C8 cluster prevalent on the tumor periphery of rIL7-treated tumors exhibited the highest T cell, macrophage, and DC signatures and expressed higher levels of MHC class II (*H2-Aa* and *H2-Eb1*) and *Pf4* genes rather than *Arg1* genes (Fig. 5g). These results signify the colocalization of T cells and pro-inflammatory APCs, suggesting that rIL7 treatment promotes their interactions.

Inference of ligand-receptor pairs between macrophages and T cells depicted communication in the rIL7 group. The impact of altered cellular communications between macrophages and T cells was demonstrated by NicheNet analysis [30], a method linking ligands to target gene expression. In the rIL7 treatment group, macrophages displayed elevated expression of inflammatory cytokines such as *Il1b*, *Tnf*, and *Ccl4*, which likely influenced the expression of *Fasl*, *Gzmb*, *Itgb2*, *Jund*, and *Irf8* in the T cells (Fig. 6a). 

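In macrophage-like cells, Tnf (chromosome 17, 35199367 to 35202007) went from 336 to 457 CPM, a log2 ratio of 0.44 (0.40 to 0.49), and Ccl4 (chromosome 11, 83648624 to 83664683) from 1347 to 2334 CPM, a log2 ratio of 0.79 (0.77 to 0.82). In T-like cells, Fasl (chromosome 1, 161780691 to 161788495) went from 80.8 to 145 CPM, a log2 ratio of 0.84 (0.60 to 1.09), and Gzmb from 1276 to 2475 CPM, a log2 ratio of 0.96 (0.90 to 1.02). The log2 ratio in T-like cells was 0.64 (0.49 to 0.81) for Itgb2, 0.26 (0.18 to 0.35) for Jund and 0.92 (0.81 to 1.04) for Irf8. These sums weigh cells by their depth, and the T-like cells of the rIL7 group held a larger share of CD8-like cells. Links between ligands and target genes (NicheNet) were not analysed here.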

Fas ligand (*Fasl*) and granzyme B (*Gzmb*) are the principal cytotoxic mediators of T cell-mediated apoptosis [53, 54]. Integrin beta 2 (*Itgb2*) is a subunit of lymphocyte function-associated antigen 1 (LFA-1), a binding molecule required for interaction with APCs. These APC-T interactions are manifested through LFA-1-mediated T cell activation and migration [55]. The role of JunD (*Jund*) in promoting IL-7-induced CD8^+^ T cell proliferation has been previously enunciated [56]. Interferon regulatory factor 8 (*Irf8*), a transcription factor expressed in CD8^+^ T cells, is capable of inducing the differentiation of naive CD8^+^ T cells into effector cells [57]. 

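In T-like cells, Ifng went from 49.2 to 92.7 CPM, a log2 ratio of 0.90 (0.60 to 1.23), and Csf1 (chromosome 3, 107741048 to 107760469) from 119 to 139.8 CPM, a log2 ratio of 0.23 (0.020 to 0.45). In T-like cells with at most the median share of other lineages' marker UMIs, the log2 ratio of Csf1 was -0.085, so its direction depended on the cells used. In macrophage-like cells, the log2 ratio was 0.80 (0.75 to 0.85) for Ccl3, 0.76 (0.73 to 0.79) for Fos, 0.38 (0.36 to 0.41) for Junb and 0.38 (0.34 to 0.43) for Csf1r. Fos and Junb are in the immediate early gene list. Ccl12 had a log2 ratio of 0.14 (0.10 to 0.18), which was -0.23 in macrophage-like cells with at most the median share of other lineages' marker UMIs.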

T cells in the rIL7 treatment group expressed immunostimulatory genes, including *Itgb2, Csf1*, and *Ifng*, to a greater extent, and induced the expression of pro-inflammatory genes, including *Il1b, Ccl4, Fos, Ccl3, Junb, Csf1r, Tnf*, and *Ccl12*, in macrophages (Fig. 6b). These results indicate that the construction of an anti-tumor environment is mediated by T cell–macrophage interactions.

**Fig. 6:**
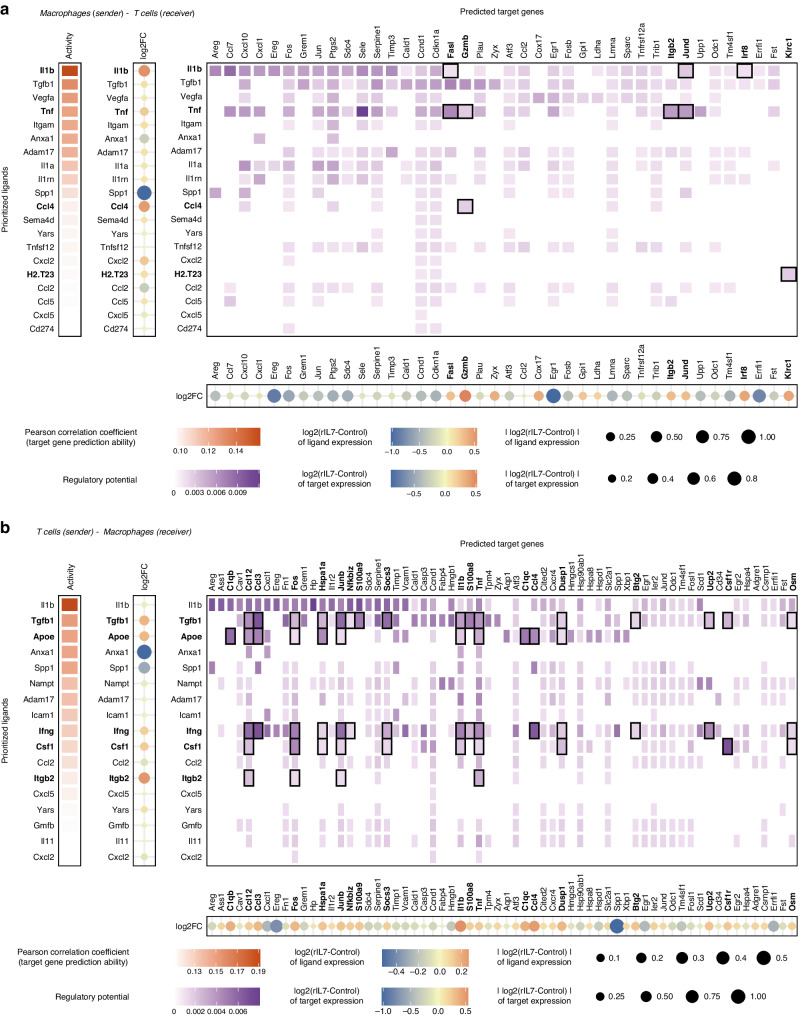
IL-7 treatment induces anti-tumoral interactions between macrophages and T cells. NicheNet analysis of cellular communication between macrophages and T cells depicting potential alteration by rIL7 treatment. **a** Macrophages express high levels of inflammatory cytokines such as *Il1b*, *Tnf*, and *Ccl4* after rIL7 treatment, which stimulates overexpression of *Fasl*, *Gzmb*, *Itgb2*, *Jund*, and *Irf8* in T cells. **b** T cells express elevated levels of inflammatory genes such as *Itgb2, Tgfb1, Csf1*, and *Ifng*, which induces overexpression of *Il1b, Ccl4, Fos, Ccl3, Junb, Csf1r, Tnf*, and *Ccl12* in macrophages. Black box in heatmap indicates a remarkable link that meets log2-foldchange of ligand expression >0.1, log2-foldchange of target expression >0.2, and regulatory potential >0.

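Tgfb1 (chromosome 7, 25687002 to 25705077) in T-like cells had 276 CPM (95% interval 255 to 298) in the control and 353 (334 to 373) in the rIL7 group, a log2 ratio of 0.35 (0.22 to 0.49).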

## Discussion

Utilizing single-cell transcriptome technologies, we have deepened our understanding of the anti-tumor effects of IL-7 and discovered new strategies for employing IL-7 in anti-cancer therapy. Previous studies have focused on T cells to explain the anti-cancer function of IL-7. Adjuvant IL-7 enhanced T cell effector function by increasing IL-6 production and T helper type 17 cell differentiation, resulting in improved anti-tumor responses and overall survival [58]. Long-acting rhIL-7-hyFc increased the number of central memory and effector memory CD8^+^ T cells enhancing IFNγ production and survival [59]. Ex vivo tumor cultures and patient-derived xenograft models demonstrated that human IL-7 upregulated pro-inflammatory cytokines and activated infiltrating CD4^+^ and CD8^+^ T cells in a dose-dependent manner [60]. Pachynski et al. reported that rhIL-7 elevates the expression of lymphocytes, including CD4^+^ T, CD8^+^ T, and CD56^bright^ NK cells, in metastatic castration-resistant prostate cancer (mCRPC) patients treated with sipuleucel-T, thereby enhancing their immunity [61]. In this paper, we replicated former results using scRNA-seq and scTCR-seq data. The pleiotropic functions of IL-7 in inducing T cell proliferation and activation are validated by an overall increase in T cell numbers and the clonal expansion of effector T cells. Although not pursued in our study, tumor antigens can be addressed using effector T cell clones expanded at the tumor site by IL-7 treatment.

IL-7 was reported to activate macrophages under inflammatory conditions [39, 40], elucidating its potential for simultaneously activating lymphoid and myeloid compartments. Our study demonstrated that IL-7 affects monocyte recruitment to tumor sites and the induction of pro-inflammatory APCs. Furthermore, we discovered a synergistic effect of rIL7 treatment on APCs and T cells using scRNA-seq network analysis and spatial transcriptome profiling. Through robust APC-T cell interactions, IL-7 was predicted to induce cytotoxic CD8^+^ T cell expansion. A dominant expression of *Il7r* was observed in *Il1b*-expressing macrophages even in the absence of exogenous IL-7, suggesting that inflammatory macrophages may have been induced due to the expansion of pre-existing pro-inflammatory macrophages. Alternatively, IL-7 treatment may have triggered the differentiation of recruited monocytes or the phenotypic conversion of the resident macrophages into pro-inflammatory macrophages.

Syngeneic mouse tumor transplant models have limitations in mimicking drug effects seen in human cancer patients. One reason for this could be that many studies started drug treatment within 1 week after tumor cell injection, when the TME differs considerably from that of human. Our time-course analysis (Fig. 2a–e) revealed that the day 14 but not the day 7 post-transplantation replicated the typical tumor immune microenvironment, comprising exhausted T cells and resident macrophages. To better simulate the microenvironment of human solid tumors and test drug efficacy, testing time points in mouse syngeneic transplant models should be set at least 7 days after transplantation. Applying these results to further drug treatment study, we treated mice with rIL7 on days 11 and 13 after transplantation. Treating IL7 at a different time than we did may lead to different effects.

Nevertheless, immunologic differences in species and tissue sites as well as the natural tumor origin may still be important factors determining therapeutic outcome. Parallel comparison between human and mouse subclusters presented the similarities and differences of the human and mouse model (Supplementary Figs. 5e and 6e). Although major subsets were consistently observed in both data, tissue-specific cell clusters or differences in some marker expression represented the differences between the two data. Meanwhile, cluster-wise annotation can add to the difficulty of comparing the results from two data. Cluster-wise annotation is a general and efficient strategy for cell type identification, especially in scRNA-seq, but it has drawbacks. This method uses the average expression level of the cells to profile each cluster, so the major population of the cluster determines the annotation. In the case of cells that cannot form a cluster for some reason (e.g., low cell number, similar transcriptome profile to cells in other clusters, etc.) may be masked. Because of these limitations, constructing appropriate model system and interpreting the results carefully while avoiding leaps are needed.

However, it is important to note that IL-7/IL-7R-mediated signaling may exert pro-tumor functions [16]. Previous studies depict that high levels of IL-7 and IL-7R expression is associated with lymph node metastasis, poor survival, and poor prognosis in breast, lung, and prostate cancers. Induction of cancer cell migration, epithelial-mesenchymal transition, and tumor growth by IL-7 has been demonstrated by in vitro and in vivo studies. We also observed the expression of IL-7 and IL-7R in various mouse and human cell types and tumor tissues, which suggests that targeting the IL-7/IL-7R pathway presents both an opportunity and a risk for cancer patients. To avoid pro-tumor potential and maximize the anti-cancer effect of IL-7 treatment, refined patient selection is highly recommended. Furthermore, the impact of increasing cytotoxic CD8^+^ T cells needs to be investigated in depth. Despite the expected anti-tumor role of cytotoxic T cells, the increase in infiltrated T cells may contribute to the composition of the pro-tumoral environment through exhaustion by the tumor environment.

In this study, we demonstrated high-resolution profiling of immune cells and their cellular networks within the tumor through the integrated use of multiple single-cell genomic technologies. Based on these results, we propose that rIL7 treatment is an immunotherapeutic strategy that influences both APCs and T cells and enhances the interactions between them. Moreover, we hypothesize that IL-7 treatment may complement current ICIs by mobilizing naïve T cells into an early-activation state. Sophisticated profiling using single-cell technologies could be crucial to achieving the precise success criteria of IL-7 monotherapy as well as adjuvant therapy.

### Supplementary information

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

## Data Availability

Public human scRNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) or Genome Sequence Archive (GSA) databases: GSE131907, GSE132465, and CRA001160. The scRNA-seq data from renal cell carcinoma were obtained from Data S1 of the original paper. The scRNA-seq and spatial transcriptome data generated by this study are accessible through the NCBI GEO database (GSE205307).

# Supplementary material for: Single-cell RNA sequencing reveals myeloid and T cell co-stimulation mediated by IL-7 anti-cancer immunotherapy
**Source:** Br J Cancer. 2024 Feb 29;130(8):1388–401. doi: 10.1038/s41416-024-02617-7
**Supplement:** Supplementary file 3 — Supplementary Table 2

**Supplementary Table 2. List of antibodies used for flow cytometry, IHC, and IF.**

**Flow cytometry**

| **Target** | **Vendor** | **Catalog No** | **Clone** | **Conjugate** |
| --- | --- | --- | --- | --- |
| CD45 | BioLegend | 103108 | 30-F11 | FITC |
| CD45 | BioLegend | 103112 | 30-F11 | APC |
| CD45 | BioLegend | 103126 | 30-F11 | Pacific blue |
| CD3 | BioLegend | 100206 | 17A2 | PE |
| CD3 | BioLegend | 100204 | 17A2 | FITC |
| CD4 | BioLegend | 100412 | GK1.5 | APC |
| CD8a | BioLegend | 100738 | 53-6.7 | BV421 |
| CD8a | BioLegend | 100734 | 53-6.7 | PerCP/Cy5.5 |
| CD11b | BioLegend | 101208 | M1/70 | PE |
| CD11c | BioLegend | 117308 | N418 | PE |
| F4/80 | BioLegend | 123107 | BM8 | FITC |
| IL-7R | BioLegend | 135024 | A7R34 | Pacific blue |
| CD90.2 | BioLegend | 105305 | 30-H12 | FITC |
| Granzyme B | BioLegend | 515403 | GB11 | FITC |
| INOS | BioLegend | 696805 | W16030C | PE |
| PD-1 | BioLegend | 135205 | 29F.1A12 | PE |
| ARG1 | Novus biologicals | NBP1-32731AF647 | Polyclonal | AlexaFluor647 |

**Immunohistochemistry (IHC)**

| **Target** | **Vendor** | **Catalog No** | **Clone** | **Species reactivity** | **Host species** | **Dilution** |
| --- | --- | --- | --- | --- | --- | --- |
| CD4 | Abcam | ab183685 | EPR19514 | Mouse | Rabbit | 1:200, O/N, 4°C |
| CD8 | Cell signaling | 98941S | D4W2Z | Mouse | Rabbit | 1:200, O/N, 4°C |
| CD68 | Abcam | Ab125212 | Polyclonal | Mouse | Rabbit | 1:200, O/N, 4°C |
| Ly6C | Abcam | Ab15627 | ER-MP20 | Mouse | Mouse | 1:400, O/N, 4°C |
| CD68 | Abcam | Ab213363 | EPR20545 | Human | Rabbit | 1:1000, O/N, 4°C |
| IL7R | Abnova | MAB21101 | IL7R/2751 | Human | Mouse | 1:100, O/N, 4°C |

**Immunofluorescence (IF)**

| **Target** | **Vendor** | **Catalog No** | **Clone** | **Isotype** | **Dilution** | **Conjugate** |
| --- | --- | --- | --- | --- | --- | --- |
| CD127 | Novus Biologicals | NBP2-25249 | 73N8F2 | Rat IgG2a, k | 1:100 | Unconjugated |
| CD68 | Abcam | ab125212 | polyclonal | Rabbit IgG | 1:100 | Unconjugated |
| TNFα | R&D systems | AF-410-NA | polyclonal | Goat IgG | 1:100 | Unconjugated |
| CXCL10 | R&D systems | AF-466-NA | polyclonal | Goat IgG | 1:100 | Unconjugated |
| CD11c | BioLegend | 117311 | N418 | American Hamster IgG | 1:50 | Alexa 488 |
| **Secondary antibodies** | | | | | | |
| Rat IgG | Life technologies | A21209 | Polyclonal | Donkey IgG | 1:1000 | Alexa 594 |
| Rabbit IgG | Life technologies | A21206 | Polyclonal | Donkey IgG | 1:1000 | Alexa 488 |
| Goat IgG H&L | Abcam | ab150135 | polyclonal | Donkey IgG | 1:1000 | Alexa 647 |

How the deposited data were processed for this re-analysis (not part of the article)

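Single-cell libraries of mouse tissue were analysed. The time course had 4 gene expression libraries, 1 each for control skin at day 0, mock-injected skin at day 7, the D7 transplant and the D14 transplant. The rIL7 experiment had 2 gene expression libraries from day 15, PBS control and rIL7, each with a TCR library of the same cells. Every library was a pool of 4 mice, and every condition had 1 library. Conditions were taken from the sample labels and the paper. The human samples, the spatial data, the flow cytometry and the imaging of the study were not analysed here.

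The authors deposited counts of UMIs per gene and barcode, without normalization, for the barcodes that Cell Ranger called as cells. The version was 3.1.0 for the time course and 5.0.0 for day 15, with the mm10 reference. The day 15 counts also hold DNA-tagged antibodies, which were kept out of all sums over genes. The TCR files hold the assembled chains of each barcode. The paper's removal of cells contaminated by free RNA (DecontX), integration of libraries (Harmony) and analyses of ligands (CellphoneDB and NicheNet) were not repeated. Such cells and free RNA therefore remain in the counts used here. Gene coordinates are those of a RefSeq table of GRCm38, the build that mm10 names, in which 72 of the 73 named genes were found.

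Cells with under 20% mitochondrial UMIs and over 200 genes were kept, as in the paper. The kept cells had a median of 4602, 8138, 5936 and 7147 UMIs in the control, mock, D7 and D14 libraries, and 9676 and 12890 in the control and rIL7 libraries of day 15. Each experiment was clustered with scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15, after scaling to 10000 UMIs per cell, log transformation and regression of S and G2M scores (gene lists of Seurat 5.3.0) from the 2000 most variable genes, with 30 principal components, 15 neighbours and resolution 0.6. A cluster held a marker that was detected in at least 10% of its cells and reached 50% of the level in the highest cluster. A name needed 3 held markers. A cluster that also held 40% of the markers of a second lineage was set apart as an aggregate, and a cluster whose 10 leading genes went against its name, or whose cells were shallow with none of its markers among those 10, stayed unnamed. The marker lists, comparisons and alternatives were fixed before the data were examined, except where stated, and these naming thresholds were set after the clusters had been seen. Doublets were kept. Scrublet's own threshold called 0, 1 and 2 cells in the control, mock and D7 libraries, so the setting without doublets removed the cells of highest score at a rate of 0.8% per 1000 cells instead.

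UMIs were summed per gene, class and library and given per 1000000 UMIs of the class (CPM). Libraries were compared by the log2 ratio with 1 CPM added. The 95% intervals are exact, Poisson for sums and Clopper-Pearson for shares, and cover counting error only. The limit given for a count of 0 is 3 counts. No test between conditions was made, because 1 library per condition leaves no replicates. Shares of cells with a UMI, scores and correlations with Il7r were computed after thinning each cell to 1000 UMIs and leaving out shallower cells. Scores were means of log-normalized values over short lists of exhausted and cytotoxic genes, a second cytotoxic list, a dysfunction list and a cycling list. Another score of the paper is not reported here. The named genes are those the paper names for these libraries and, for rIL7 against control in macrophage-like, T-like, NK-like and tumor-like cells, the 5 genes with the largest and the 5 with the smallest log2 ratio. The latter came from genes of at least 50 CPM in either library, without antigen receptor, mitochondrial and ribosomal protein genes, that kept their direction under median scaling and in cells low in other lineages' markers. The rule asked for cells without any such UMI. No day 15 class had 20 of these in both libraries, so cells at or below their library's median share were used, a choice made after seeing the data. Lists of immediate early and heat shock, interferon response, MHC class I, MHC class II, M1-like and M2-like genes were described by the median log2 ratio of their genes with at least 10 CPM and its percentile among 10000 random lists of the same size matched on mean expression.

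TCR clonotypes were built from productive chains, taking the TRA and the TRB chain of most UMIs in each T-like cell that had both, and a clonotype was the genes and CDR3 nucleotides of both. They were grouped by size into 1, 2, 3, 4 to 5 and over 5 cells, as in the paper.

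The steps were tested on simulated data. Counts were simulated for 32285 genes of the day 15 libraries with 200 changed genes. For macrophage-like cells, rIL7 against control, 200 of the changed genes had the right direction and the interval held the true ratio for 188 of them (94.0%). For T-like cells it held 189 (94.5%), and for macrophage-like cells at D14 against D7, with 31053 genes, 194 (97.0%). The simulated sums were drawn from the Poisson model that the intervals assume, without spread between cells. They check the computation and do not show how well the intervals hold for the real cells. In simulated cells of low and of high depth, a gene was detected in 53.1% and 99.7% before thinning and in 39.5% and 38.8% after it, where 39.4% was the value simulated.

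The alternatives were under 10% mitochondrial UMIs, over 500 genes per cell, removal of the cells of highest doublet score, Leiden resolution 1.2, no cell cycle regression, each library clustered alone, classes from the highest marker list of each cell, thinning to 500 or 2000 UMIs, 10 CPM added, median scaling, a total without mitochondrial and ribosomal protein genes, means of log-normalized values, cells without other lineages' UMIs, other definitions of a clonotype and equal numbers of T cells. Another 3, which the closing observations name, were added after the data had been seen.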

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

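The tests on granzyme genes and on antibody yield, and the restriction to cells with a low share of other lineages' marker UMIs, were chosen only after the result was seen.

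Immediate early and heat shock genes moved in opposite directions in different cell classes after rIL7. Their median log2 ratio was 0.32 in macrophage-like cells (14 of 18 genes higher, percentile 100.0), 0.29 in neutrophil-like, 0.21 in monocyte-like, 0.18 in DC-like and 0.28 in tumor-like cells (17 of 17 higher). It was -0.69 in NK-like cells (16 of 17 lower, percentile 0), -0.27 in T-like and -0.51 in CD8-like cells. The difference between classes was not tested, since each class comes from the same pair of libraries. In cells at or below their library's median share of other lineages' marker UMIs, the medians of macrophage-like (0.42) and NK-like cells (-0.92) kept these directions. Handling or dissociation stress of a whole library would move the list the same way in every class, and the NK-like median of -0.69 argues against it as the whole cause. Stress that acts on some cell classes more than others and an effect of rIL7 both stay open and were not tested.

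A group of granzyme genes outside those the paper discusses was higher in NK-like cells after rIL7. Gzmg (chromosome 14, 56156581 to 56159579) had 16 UMIs in the control and 1798 in the rIL7 group, 9.47 and 622 CPM, a log2 ratio of 5.89 (5.33 to 6.85). Gzmc, Gzmd, Gzme, Gzmf and Gzmg are similar neighboring genes, so the counting could split their reads and single members are uncertain. Summed over the family, the level went from 1404 to 9278 CPM in NK-like cells, a log2 ratio of 2.72, and from 841 to 663 CPM in CD8-like cells, where it was lower (-0.34) although Gzmd (0.64) and Gzme (0.39) were higher. Free RNA of other cells would bring the genes into all classes, and their level of 2.62 CPM in tumor-like rIL7 cells argues against it. A different mix of NK-like cells cannot be told apart from a change within cells. A subcluster led by these genes themselves held 6 control and 56 rIL7 cells. Outside it the log2 ratio of the sum was 0.61, but a subcluster defined by the genes in question takes their highest cells out of the comparison. An effect of rIL7 on NK cells stays open, untested across mice.

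S100a8 (chromosome 3, 90669071 to 90670034), which the paper does not discuss, went from 34.2 to 276 CPM in macrophage-like cells, a log2 ratio of 2.97 (2.89 to 3.13). In neutrophil-like cells it went from 4465 to 8959 CPM. A candidate explanation is RNA of neutrophils or doublets with them, since the 7 neutrophil markers other than Csf3r were all higher in macrophage-like rIL7 cells, with a median log2 ratio of 2.47. S100a8 is itself 1 of these markers. In T-like cells, S100a8 (log2 ratio 1.09) and S100a9 (0.60) rose and G0s2 fell (-2.33). That fall was absent with the cells of highest Scrublet score removed. The counting intervals of the other markers overlapped in T-like cells, so these cells do not decide on this explanation. A change within macrophages was not tested.

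The counts of the 15 antibodies at day 15 are not reported in the paper's text. The CD8a antibody had a median of 864 counts in CD8-like control cells against 411 in tumor-like control cells, a log2 ratio of 1.07. In the rIL7 group the medians were 774 and 375. The CD4 antibody had 756 in CD4-like against 291 in tumor-like control cells, and CD8a had 412 in CD4-like cells, near its level in tumor-like cells. CD127, the IL-7 receptor chain, had 220 in T-like and 202 in tumor-like control cells, so that little signal stood above the background. Its log2 ratio of rIL7 over control in T-like cells was -0.060, against a median of -0.13 over the 14 other antibodies (-0.54 to 0.26). A lower yield of antibody counts in the rIL7 library may account for that decrease.

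The TCR alpha chain CDR3 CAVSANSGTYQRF (TRAV3-3 with TRAJ13) was the most frequent in both libraries, and the paper's text does not report it. It was found on 14 of 436 control barcodes with a TRA chain (3.21%, 95% interval 1.77 to 5.33) and on 48 of 522 rIL7 barcodes (9.20%, 6.86 to 12.0). Each library held 2 nucleotide sequences of it, paired with 3 different beta chains in the control and 8 in the rIL7 group. Of the rIL7 barcodes with it, 39 were CD8-like cells. The most frequent beta chain CDR3 of the rIL7 group was on 36 of its 558 barcodes with a TRB chain and on 0 of 481 control barcodes. No technical or biological explanation was tested for this chain.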

How the results depend on the processing

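The settings "leading-gene and depth rules left out", "barcodes with at least as many UMIs as the lowest of the control library" and "cells at or below their library's median share of other lineages' marker UMIs" were chosen only after seeing the data. No paired analysis was possible because each condition has 1 library. Over 148 results, 651 of 964 values under an alternative stayed inside the 95% interval (for scores, within 1.5 times), 288 moved in the same direction and 25 changed direction, in 17 results. For results with a change of direction, and for those that answer a comparison, every value outside the interval is given, and the other 242 that moved are counted only. The cause was not tested unless one is named.

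Under every alternative run for them, differences stayed inside their intervals for the NK-like share of cells, rIL7 minus control (1.91 to 2.39 percentage points), the CD8-like share of T- and NK-like cells, rIL7 minus control (6.58 to 7.67) and the cells in hyperexpanded clonotypes, rIL7 minus control (16.1 to 20.1), and within 1.5 times for the cytotoxic T score in CD8-like cells, rIL7 minus control (0.249 to 0.288).

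Values in brackets are those before any alternative. The tumor-like share of cells, rIL7 minus control (-0.348), was -2.06 percentage points with leading-gene and depth rules left out, 1.73 under 10% mitochondrial UMIs, 0.425 over 500 genes per cell, 0.406 with the cells of highest Scrublet score removed, -2.12 at Leiden resolution 1.2, 10.7 with each library clustered alone, -3.46 with cell class from the marker list with the highest mean in each cell and 4.02 over barcodes with at least as many UMIs as the lowest of the control library. The macrophage-like share of cells, rIL7 minus control (0.161), was -0.340 with leading-gene and depth rules left out, -1.40 under 10% mitochondrial UMIs, -0.226 with the cells of highest Scrublet score removed, 1.098 over 500 genes per cell, 1.13 with no cell cycle regression, 3.32 with each library clustered alone and 1.49 over barcodes with at least as many UMIs as the lowest of the control library. The monocyte-like share of cells, rIL7 minus control (-0.776), was 0.0851 under 10% mitochondrial UMIs, 0.233 with cell class from the marker list with the highest mean in each cell, -0.00699 at Leiden resolution 1.2, -1.64 with no cell cycle regression and -1.41 with each library clustered alone. The aggregate share of cells, rIL7 minus control (0.611), was 0 with the cells of highest Scrublet score removed, where the new clusters held no such class although most of these rIL7 cells were not removed, 1.18 at Leiden resolution 1.2, -0.263 with no cell cycle regression and -5.99 with each library clustered alone. It was also 0 with cell class from the marker list with the highest mean in each cell, which gave no aggregate cells in either library. With cell class from the marker list with the highest mean in each cell, which leaves few cells unnamed by construction, the T-like share of cells, rIL7 minus control (2.33), was 2.94, the DC-like share of cells, rIL7 minus control (-0.0867), 0.0780 and the unnamed share of cells, rIL7 minus control (-4.48), 0.0302. The neutrophil-like share of cells, rIL7 minus control (1.12), was -0.430 over barcodes with at least as many UMIs as the lowest of the control library, a setting that removes cells of the rIL7 group alone, 0.151 over 500 genes per cell and 4.49 with each library clustered alone. The unnamed share of cells, rIL7 minus control, was also -2.27 with leading-gene and depth rules left out, -5.67 under 10% mitochondrial UMIs, -3.21 with no cell cycle regression, -15.0 with each library clustered alone and -10.03 over barcodes with at least as many UMIs as the lowest of the control library.

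With each library clustered alone, the NK-like share of T- and NK-like cells, rIL7 minus control (1.27) was -1.26 percentage points. In that setting no cluster at D14 was NK-like, so that the NK-like share, D14 minus D7 (36.0), over T- and NK-like cells, was -23.0. The tumor-like share of cells, D7 transplant (14.0%) was 10.5% with each library clustered alone and 11.6% with cell class from the marker list with the highest mean in each cell. The tumor-like share of cells, D14 transplant (54.0%) was 56.8% over 500 genes per cell and 43.1% with cell class from the marker list with the highest mean in each cell. In cells thinned to 500 UMIs, the CD4-like share of T- and NK-like cells after thinning, rIL7 minus control (-0.910) was 0.000236 points and the Treg-like share of T- and NK-like cells after thinning, rIL7 minus control (-0.849) 1.04.

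The exhausted T score in CD8-like cells, rIL7 minus control (0.183), was 0.288 thinned to 2000 UMIs. The share of macrophage-like cells with Il7r, D14 transplant (17.6%) was 11.3% thinned to 500 UMIs and 26.4% thinned to 2000 UMIs, since fewer UMIs detect fewer genes, and 25.7% in cells without UMIs of other lineages' markers.

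In cells at or below their library's median share of other lineages' marker UMIs, the Spp1 log2 ratio in macrophage cells, rIL7 against control was -0.53, the Il1b log2 ratio in macrophage cells, rIL7 against control 0.68, the Ccl12 log2 ratio in macrophage cells, rIL7 against control -0.23 and the Csf1 log2 ratio in T cells, rIL7 against control -0.085. With the cells of highest Scrublet score removed, it was -0.72 for Spp1 in macrophage cells, and the G0s2 log2 ratio in T cells, rIL7 against control was 0.086. The ratio of Il1b was 0.60 scaled by the median ratio over genes, 0.56 under 10% mitochondrial UMIs and 0.55 by the mean of log-normalized values per cell, as the paper's software compares them. By that mean, the Il7r log2 ratio in T cells, rIL7 against control was 0.036. In cells without UMIs of other lineages' markers, the C1qb log2 ratio in macrophage cells, D14 against D7 was -0.061 and the C1qc log2 ratio in macrophage cells, D14 against D7 -0.055. That setting kept 58 cells at D7 and 138 at D14. The Ccl12 log2 ratio in macrophage cells, rIL7 against control was also 0.20 with the cells of highest Scrublet score removed, 0.19 under 10% mitochondrial UMIs and 0.27 by the mean of log-normalized values. The G0s2 log2 ratio in T cells, rIL7 against control was -0.13 in cells at or below their library's median share of other lineages' marker UMIs, -1.87 with 10 added to the CPM and -0.61 by the mean of log-normalized values. The C1qb log2 ratio in macrophage cells, D14 against D7 and the C1qc log2 ratio in macrophage cells, D14 against D7 were 1.25 and 1.21 in cells at or below their library's median share of other lineages' marker UMIs, 1.08 and 0.93 by the mean of log-normalized values, and 1.44 and 1.35 with mitochondrial and ribosomal protein genes left out of the total. The setting "cells without UMIs of other lineages' markers" gave no value at day 15, where too few such cells were left. Of 90 gene ratios, 90 kept their sign under 10% mitochondrial UMIs and 89 with the cells of highest Scrublet score removed.

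Depth limits the CD8-like cells at D14, where Tigit rested on 3 UMIs. Intervals of abundant genes are narrow because they cover counting error only, and the spread between mice is not known for any result.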

Differences from the paper's values

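The paper gives an average of 4041 UMIs per cell over the 4 groups of the time course. Over the kept cells the mean was 9197. It was 9734 under 10% mitochondrial UMIs, 9595 over 500 genes per cell and 9093 with the cells of highest Scrublet score removed, and the other alternatives leave it as it was. None of the alternatives set before the data were examined closed the gap for the mean. The median over the kept cells was 5890, nearer to the paper's value. The paper does not say which kind of average it gives.

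In Fig. 3d, read by eye, macrophages made up about 70% of the immune cells in the control and about 57% in the rIL7 group, over the 8560 immune cells of the paper. Here macrophage-like cells were 40.8% and 35.4% of 3622 control and 3208 rIL7 immune cells. The denominators differ, so no direction is drawn. Of the alternatives set before the data were examined, the values were within 1.5 times of the paper's under 10% mitochondrial UMIs (55.3% and 44.9%), with each library clustered alone (53.7% and 46.9%) and with cell class from the marker list with the highest mean in each cell (63.1% and 52.2%). They were not over 500 genes per cell (37.4% and 35.2%), with the cells of highest Scrublet score removed (40.6% and 35.2%), at Leiden resolution 1.2 (41.2% and 33.5%) or with no cell cycle regression (34.0% and 32.7%).

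The paper states that the proportion of tumor cells was slightly reduced after rIL7. The tumor-like share of cells, rIL7 minus control, was -0.348 percentage points, with an interval (-1.63 to 0.939) that includes 0. It was below 0 at Leiden resolution 1.2 (-2.12), with cell class from the marker list with the highest mean in each cell (-3.46) and with no cell cycle regression (-0.659), and above 0 under 10% mitochondrial UMIs (1.73), over 500 genes per cell (0.425), with the cells of highest Scrublet score removed (0.406) and with each library clustered alone (10.7). Of the alternatives chosen after seeing the values, it was below 0 with leading-gene and depth rules left out (-2.06) and above 0 over barcodes with at least as many UMIs as the lowest of the control library (4.02).

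The paper states that anti-inflammatory macrophages were more numerous at D14 than at D7. Over macrophage-like cells, the median log2 ratio of D14 over D7 was -1.42 for the M2-like list (6 of 8 genes lower) and the ratio of Arg1 was -2.51, while that of C1qa was 1.39. The paper's statement concerns macrophage clusters, and its M2 scores use longer gene lists. The values here are levels over the whole macrophage-like class, from which monocytes were not set apart. They therefore do not test the number of anti-inflammatory macrophages.

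The paper states that Il1b, MHC II genes and Cd74 correlated positively with Il7r in mature DCs. In DC-like cells, from which mature DCs were not set apart, the Spearman correlation across cells thinned to 1000 UMIs was positive for 4 of these 5 genes at D7 and for 3 at D14. It was -0.0246 for Il1b at D7, over 40 cells, and -0.00757 for H2-Ab1 and -0.0163 for Cd74 at D14, over 21 cells. In cells thinned to 500 UMIs, all 5 were positive at both times, 0.119, 0.215 and 0.423 for these. Cells thinned to 2000 UMIs gave -0.00981, 0.0720 and 0.549, and cells without thinning 0.111, -0.0139 and 0.542.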

Other observations

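The tests on aggregates, Spp1, Il7r, Gzma and MHC class II were chosen only after the result was seen.

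Of the clusters with mixed markers, 3 had tumor and macrophage markers, and they differed between the groups. The 109 cells of the cluster found in the rIL7 library alone had a median of 3165 UMIs, below that of macrophage-like (14350) and tumor-like cells (37424) of that library, which argues against doublets of intact cells. Their macrophage markers summed to 2983 CPM, against 738 CPM in 298 other rIL7 cells with a like number of UMIs in clusters with tumor markers. Free RNA in barcodes of few UMIs cannot be told apart from other sources of these markers, because the cells on both sides of the comparison were chosen by the same markers. Fragments of damaged cells, tumor material taken up by macrophages and a property of that library stay open and were not tested. In the other two, mostly of the control, 96.7% of 61 cells were among those of highest Scrublet score, taken at the expected rate. At Scrublet's own threshold 63.9% were marked, 38 of 45 in 1 cluster and 1 of 16 in the other. Doublets are a candidate explanation for them, which for the smaller cluster rests on the expected rate alone. The median of 18278 UMIs in these control clusters lay above that of macrophage-like (11671) but below that of tumor-like control cells (27795). Depth therefore does not decide on doublets of intact cells there. For the aggregate share as a whole, 0.611 percentage points higher in the library with fewer barcodes, doublets from loading cannot be told apart from other causes, since the sign of the difference depended on the setting.

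Spp1 fell in macrophage-like cells after rIL7. Free RNA of other cells cannot be told apart from a change within macrophages, because Spp1 also fell in T-like cells (log2 ratio -0.66), rose in NK-like cells (1943 to 2572 CPM), and lay at 4779 CPM in neutrophil-like control cells. Tumor markers (Rpl39l, Baiap2l1, Krt8 and Krt18 summed) fell from 279 to 74.2 CPM in T-like and from 301 to 75.8 CPM in NK-like cells, while they rose from 939.8 to 1077 CPM in tumor-like cells.

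Csf3r rose in macrophage-like cells. RNA of neutrophils or doublets with them is a candidate explanation, with a median log2 ratio of 2.47 over the other neutrophil markers. S100a9 rose from 106 to 802 CPM in the same cells, and Mmp9, from 26.2 to 29.2 CPM, changed little, with overlapping counting intervals. A change of Csf3r within macrophages stays open.

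Larger clonotypes after rIL7 were tested against the number of T cells sampled. In 1000 draws of 350 of the 451 rIL7 cells, the lowest share in clonotypes of over 5 cells was 15.4%, above the control's 5.43% (3.30 to 8.35). This argues against the number of T-like cells as the whole cause. The draws did not equalize the CD8-like cells, 151 in the control and 264 in the rIL7 group. These held 113 of the 115 rIL7 cells in such clonotypes. Over every barcode with both chains, with no draws made, the control's share was 11.1% and that of the rIL7 group 28.0%. The larger number of CD8-like cells, expansion in 1 mouse of the pool and an effect of rIL7 stay open.

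Il7r in T-like cells had a log2 ratio of -0.16. A larger part of CD8-like cells among T-like cells, which have less Il7r, cannot be told apart from a change within cells. The log2 ratio was -0.15 in CD4-like and -0.24 in CD8-like cells, and the counting intervals of the groups overlapped in both.

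Gzma fell in CD8-like cells from 310.0 to 128 CPM while it rose in NK-like cells from 8887 to 12142 CPM. A loss of free RNA of NK cells is argued against by the level of Gzma in macrophage-like control cells, 10.3 CPM, which is smaller than the fall. A different mix of CD8-like cells and an effect of rIL7 stay open and were not tested.

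MHC class II genes fell in tumor-like cells (median log2 ratio -1.03, 4 of 4 genes with enough counts) and in T-like cells (-1.72). In tumor-like cells, free RNA of macrophages cannot be told apart from a change within the cells, since 9 of 9 macrophage markers fell too, but by a smaller median of -0.47. With the cells of highest Scrublet score removed, the medians of MHC class II were -0.69 in tumor-like and -0.55 in T-like cells, and in cells at or below their library's median share of other lineages' marker UMIs -0.71 and -1.84. Doublets with macrophages stay open for part of the fall in both classes and were not tested on their own.

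By the rule of size and kept direction, the largest log2 ratios of rIL7 over control in T-like cells were those of Serpine2 (1.84), Gzme (1.49), Gzmd (1.47), Gzmc (1.43) and Prf1 (1.39), and the smallest those of G0s2 (-2.33), Cavin3 (-2.26), Mgp (-2.17), Oaf (-2.14) and Cav1 (-2.12). The granzyme genes among them are similar neighbors between which the counting could split reads, so their single values are uncertain. With the cells of highest Scrublet score removed, G0s2 in T-like cells was at 0.086. Next to Gzmg, the largest in NK-like cells were those of Gzmf (3.75), Gzmd (3.40), Gzme (2.58) and Ifitm1 (2.55), and the smallest those of Cav1 (-2.97), S100a9 (-2.92), Krt20 (-2.91), Ccl2 (-2.65) and Mgp (-2.65). In tumor-like cells the largest were those of Gm26532 (0.76), Id3 (0.74), Mmp3 (0.73), Fos (0.64) and Ankrd37 (0.64), and the smallest those of Cd74 (-1.06), Neat1 (-0.90), Lncpint (-0.87), Rel (-0.71) and Nipal1 (-0.67).

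The median log2 ratio of the interferon response list was -0.57 in NK-like (10 of 12 genes lower), -0.49 in DC-like, -0.16 in tumor-like and 0.061 in T-like cells. That of MHC class I was 0.21 in T-like, -0.029 in NK-like and -0.12 in tumor-like cells. In CD8-like cells thinned to equal depth, the second cytotoxic score was 0.540 in the control and 0.731 in the rIL7 group, the dysfunction score 0.320 and 0.407, and the cycling score 0.181 and 0.194.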
